# LAST-seq: single-cell RNA sequencing by direct amplification of single-stranded RNA without prior reverse transcription and second-strand synthesis

**DOI:** 10.1186/s13059-023-03025-5

**Published:** 2023-08-09

**Authors:** Jun Lyu, Chongyi Chen

## Abstract

Existing single-cell RNA sequencing (scRNA-seq) methods rely on reverse transcription (RT) and second-strand synthesis (SSS) to convert single-stranded RNA into double-stranded DNA prior to amplification, with the limited RT/SSS efficiency compromising RNA detectability. Here, we develop a new scRNA-seq method, Linearly Amplified Single-stranded-RNA-derived Transcriptome sequencing (LAST-seq), which directly amplifies the original single-stranded RNA molecules without prior RT/SSS. LAST-seq offers a high single-molecule capture efficiency and a low level of technical noise for single-cell transcriptome analyses. Using LAST-seq, we characterize transcriptional bursting kinetics in human cells, revealing a role of topologically associating domains in transcription regulation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-03025-5.

## Background

Single-cell transcriptome analyses have been driven by the invention of scRNA-seq methods [1–5]. Recent technical advances have focused on improving the performance of digital counting by unique molecular identifiers (UMIs) [6–8], enhancing the cellular throughput while lowering the cost [9–17], optimizing individual steps in the protocol [8, 18, 19], and miniaturization [19–21]. The underlying chemistry, however, remains unchanged and depends on the same fundamental step of RT/SSS prior to the amplification of single-stranded RNA (ssRNA) molecules. While RT remains reliant on reverse transcriptase, current scRNA-seq assays employ various SSS strategies with a limited efficiency, including the use of terminal transferase [1] or template switching [2, 3, 6, 8] to create cDNA priming sites for PCR, employing RNase H and DNA Pol to convert the RNA/cDNA hybrid to double-stranded DNA [4, 7] for in vitro transcription, random annealing to the single-stranded cDNA for extension [22], or Tn5 tagmentation of the RNA/cDNA hybrid [23].

Regardless of the specific protocol, the inevitable RT/SSS with a limited efficiency in existing scRNA-seq methods ultimately compromises the single-molecule capture efficiency of the original RNA molecules. Low RNA capture efficiency can lead to measurement inaccuracies (Additional file 1: Fig. S1a), undermining the ability to distinguish cell types with a subtle difference in the gene expression level. Low RNA capture efficiency also adds a high level of technical noise in the single-cell transcriptome data (Additional file 1: Fig. S1b), hindering accurate characterization of cell-to-cell variation and gene expression noise.

To address this limitation, we developed a new scRNA-seq assay called LAST-seq. Rather than relying on the inefficient RT/SSS prior to RNA amplification, LAST-seq directly amplifies the original ssRNA molecules in single cells in a linear fashion, achieving a high single-molecule capture efficiency and a low level of technical noise compared to existing scRNA-seq methods. Using LAST-seq, we characterized gene expression noise and transcriptional bursting kinetics, and investigated the regulation of transcriptional activities by topologically associating domains (TADs) in human cells.

## Results

### *Efficient T7 *in vitro* transcription of single-stranded RNA templates*

T7 in vitro transcription (IVT) of double-stranded DNA (dsDNA) templates to generate antisense RNA (aRNA) [24] has been widely used to achieve linear amplification in single-cell assays [4, 7, 25]. Here, we tested the efficiency of T7 IVT with a 20-nt ssRNA template as compared to a dsDNA template of the same sequence. When an 18-bp dsDNA linker was included between the upstream T7 promoter and the downstream ssRNA template, we found that T7 IVT was also efficient (Additional file 1: Fig. S2a), consistent with a previous report that used a 14-nt single-stranded template [26]. Moreover, T7 IVT reactions showed equal efficiency regardless of the presence of various modifications and structures at the junction site between the dsDNA linker and the ssRNA template (Additional file 1: Fig. S2a). Importantly, the length of aRNA generated during the IVT of ssRNA templates could exceed the 20-nt short distance, reaching up to 200–500 nt before the final falloff of the elongating polymerase from the single-stranded template (Additional file 1: Fig. S2b). For the tested ssRNA templates, we observed more than 500-fold linear amplification ~ 250-nt downstream of the T7 promoter and close to zero-fold ~ 1000-nt downstream of the promoter (Additional file 1: Fig. S2c). The different amplicon lengths and amplification fold between the tested ssRNA templates were likely due to their distinct template sequences, as the same phenomenon was reported for the canonical T7 IVT of double-stranded DNA templates [27].

### Direct linear amplification of single-cell RNA molecules in LAST-seq enables a high detection sensitivity

Based on the observation that T7 IVT can directly amplify ssRNA templates, generating sufficiently long aRNA molecules with a reasonable linear amplification fold, we developed the LAST-seq assay as an RT/SSS-free method for single-cell RNA amplification and sequencing (Fig. 1a). First, the poly-A tail of each mRNA molecule in the single-cell lysate is annealed to the rU-dT overhang of a specially made LAST-seq primer (Additional file 1: Fig. S3). Next, the short patch of rA/dT hybrid is nicked and extended to attach a T7 promoter to the 3′-end of each mRNA molecule, which remains unchanged and in the original single-stranded status. Finally, T7 IVT of the ssRNA templates is performed to directly and linearly amplify each original single-cell mRNA molecule into hundreds of aRNA copies, followed by single-cell transcriptome library preparation based on the bulk-level aRNA products.

**Fig. 1:**
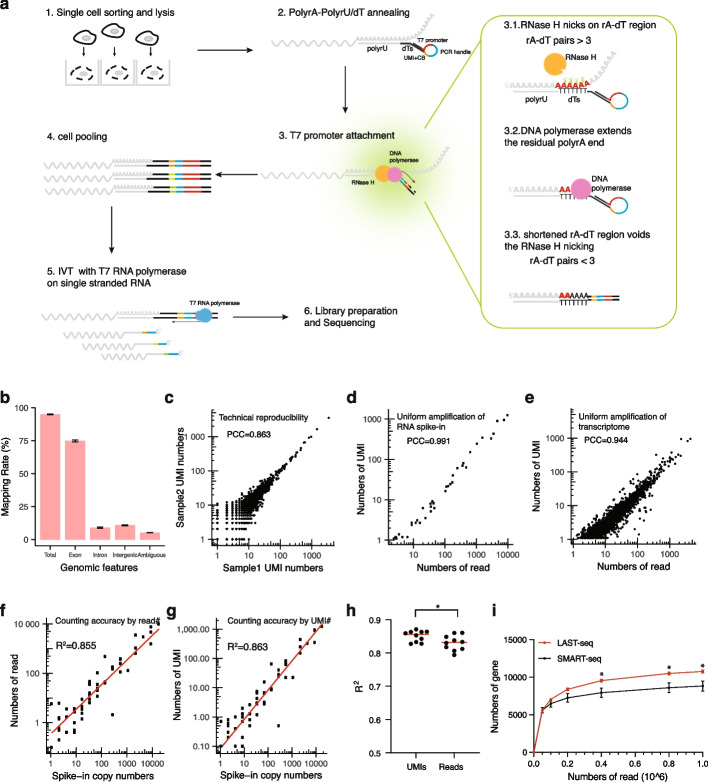
Workflow and performance of LAST-seq. **a** Schematic showing each step of the LAST-seq protocol. **b** Mapping rates of the LAST-seq reads to different genomic regions. The standard error of the mean (SEM) error bar is calculated from 10 cells. **c** Technical reproducibility of the LAST-seq data determined by the Pearson’s correlation coefficient (PCC) between two replicates using 15-pg HEK293T-extracted total RNA as the input. **d** Correlation between the number of UMIs and sequencing reads in the LAST-seq data of the ERCC RNA spike-in. **e** Correlation between the number of UMIs and the sequencing reads in the LAST-seq data of single HEK293T cells. **f** Linear correlation between the number of sequencing reads in the LAST-seq data and the input copy numbers of the ERCC RNA spike-in. **g** Linear correlation between the number of UMIs in the LAST-seq data and the input copy numbers of the ERCC RNA spike-in. **h** Coefficient of determination (*R*^2^) of the linear regression in (**f**) and (**g**), from 10 samples. The statistical analysis was performed by Welch *t*-test (*p ≤ 0.05). **i** Number of detected genes in single HEK293T cells with various sequencing depths. The SEM error bar is calculated from 10 and 9 cells for LAST-seq and SMART-seq, respectively

We applied the LAST-seq assay to probe the transcriptome of single HEK293T cells. 

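For the human embryonic kidney line HEK293T, the authors deposited the number of UMIs per gene and well for 4 LAST-seq libraries of 10 wells each. Single cells were given with the A60 RNA spike-in mix in replicate 1 and with the ERCC RNA spike-in mix in replicate 2. The other libraries held 15-pg aliquots of total RNA and single-cell lysate with the A60 mix. For the single cells, the number of sequencing reads per gene and cell was deposited as well. The authors aligned the reads to GRCh38 and the spike-in sequences, subsampled them to an equal depth, counted reads in exons with zUMIs and collapsed UMIs by sequence identity, without normalization. The single cells of replicate 1 held between 87796 and 197212 UMIs from 631119 to 763832 reads, and those of replicate 2 between 111453 and 192097 UMIs from 649592 to 744237 reads. The wells of 15-pg RNA held between 88706 and 134204 UMIs, and the lysate wells between 62889 and 93143. Genes were listed by Ensembl identifier, and the GENCODE annotation at hand, a later release than the authors', held 99.6% of those of replicate 1. The 10 wells of a library were pooled for amplification, so SDs over wells describe that library and are no replicate error of the assay.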

The LAST-seq assay showed a reasonable mapping rate (Fig. 1b), a high technical reproducibility (Fig. 1c and Additional file 1: S4a-b), and an expected 3′-end enrichment of the sequencing read coverage (Additional file 1: Fig. S4c), thus not suitable for full-length scRNA-seq studies. 

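The reproducibility was computed between all 45 pairs of the 10 wells of 15-pg HEK293T total RNA, over the genes detected in either well of a pair. Pearson's r of log10(UMI + 1) across genes ranged from 0.775 to 0.823 with a median of 0.801. Genes are not independent replicates, so the correlation describes these libraries. On the linear scale, which moved the value most, the median was 0.998. Each well detected 10096 ± 357 genes (SD, n = 10 wells). The wells of a pair shared between 7524 and 8687 genes, with a median of 8116, and a median of 67.3% of the genes detected in either well were detected in both. Of the 15990 genes detected in any well, 5180 were detected in all of them. Mapping rates and the coverage along transcripts need the sequencing reads and were not analysed here. The paper states a high technical reproducibility (Fig. 1c).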

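The amplification of the ERCC RNA spike-in species was examined in the LAST-seq single cells of replicate 2. Over the 75 species detected, Pearson's r of the mean number of UMIs and the mean number of sequencing reads per well was 0.982. Within single wells it ranged from 0.960 to 0.993. Among the 40 species with a mean of at least 1 UMI per well, the number of reads per UMI ranged from 2.18 to 9.10 with a median of 5.25 and an SD of 1.77 over species. The correlation stayed between 0.980 and 0.982 on the log10 scale and with the species of at least 1 UMI alone.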

Notably, using the ERCC RNA spike-in mix, no significant amplification bias was detected between different RNA spike-in species (Fig. 1d), suggesting a generally uniform IVT linear amplification fold of ssRNA templates in the LAST-seq assay, regardless of the template sequence. Targeting the GAPDH transcript, we estimated the linear amplification in the LAST-seq assay to be a few 100-fold, in agreement with results from the arbitrary ssRNA templates (Additional file 1: Fig. S4d). Moreover, as predicted for the linear amplification, strong correlations were observed between the number of UMIs and the number of sequencing reads for transcriptomic RNAs (Fig. 1e), with the former showed a smaller variation than the later between technical replicates, demonstrating the benefit of counting UMIs to further remove amplification bias (Additional file 1: Fig. S4e). 

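Across genes, Pearson's r of the mean number of UMIs and the mean number of reads per single HEK293T cell was 0.9801 in replicate 1, over 16104 genes, and 0.9798 in replicate 2, over 16602 genes. Within single cells it ranged from 0.935 to 0.978 in replicate 1 and from 0.953 to 0.975 in replicate 2. On the log10 scale of the means it was 0.957 and 0.964. The variation was compared between single cells, since read numbers of technical replicates were not among the files analysed here. For the 9434 genes with a mean of at least 1 UMI in replicate 1, the median CV was 0.504 for UMIs and 0.872 for reads, and 96.1% of the genes had a lower CV by UMIs. For the 9844 such genes of replicate 2, the median CV was 0.481 for UMIs and 0.808 for reads, with a lower CV by UMIs for 95.6%. These CVs hold the differences between cells in addition to those of the assay. From the smaller variation of UMIs between technical replicates, the paper reasons that counting UMIs further removes amplification bias.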

Not surprisingly, the input RNA spike-in copy number correlated well with the number of corresponding sequencing reads or UMIs (Fig. 1f, g), and the number of UMIs was slightly better than the number of sequencing reads to reflect the input copy number (Fig. 1h).

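For SMART-seq, the authors deposited the number of reads per gene for 6 single HEK293T cells and for 2 libraries of single-cell lysate, of 10 wells labelled with the A60 mix (replicate 1) and 16 wells labelled with the ERCC mix (replicate 2). The species of the A60 mix took between 34.7% and 100% of the spike-in reads per well in replicate 1, and between 30.4% and 42.6% in replicate 2. Which mix some wells of replicate 1 held is therefore uncertain. SMART-seq amplifies complementary DNA by PCR and uses no UMIs, so its values are reads. The reads were aligned, subsampled and counted in exons as for LAST-seq, without normalization. The single cells held between 838964 and 847764 reads, the wells of replicate 1 between 790520 and 820585, and those of replicate 2 between 785553 and 847616. PCR reads are not independent molecules, so intervals on them cover counting error only. Each of the 6 single cells had a partner among the wells of lysate replicate 2. Within each of these pairs, the mean squared difference over the sum of the reads of a gene was between 0.939 and 1.00, where sampling noise alone gives 1. In 487 other pairs of SMART-seq wells it was 11.5 or more. The 6 pairs therefore differed by no more than the sampling noise, and results are given with and without the 6 wells. Within lysate replicate 1, 3 pairs of wells lay between 1.03 and 1.47 on this measure, and each pair was counted as 1 well in the technical noise.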

We then compared the performance of LAST-seq assay to existing scRNA-seq methods, particularly the widely used SMART-seq assay, using the commercially available SMART-seqV4 kit (Additional file 1: Fig. S4f). 

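The correlation between LAST-seq and SMART-seq was taken across genes between the mean number of UMIs per LAST-seq cell and the mean number of reads per SMART-seq cell. Pearson's r on the log10 scale was 0.682 with LAST-seq replicate 1, over 19668 genes, and 0.684 with replicate 2, over 20027 genes. On the linear scale it was 0.388 and 0.419. This comparison had not been listed before the data were examined.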

After performing LAST-seq and SMART-seq on flow-sorted single HEK293T cells, we observed a reasonable correlation between the single-cell transcriptome generated by the two methods (Additional file 1: Fig. S4g), suggesting that LAST-seq can recapitulate the results of SMART-seq. Next, we reasoned that elimination of inefficient RT/SSS steps by direct amplification of the original RNA molecules in LAST-seq could lead to a high detection sensitivity. Indeed, LAST-seq showed a better gene detectability than SMART-seq (Fig. 1i). 

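Gene detection was compared after thinning the reads in exons of every single cell to an equal number, without replacement. At 400000 reads per cell, LAST-seq detected 9634 ± 753 genes in replicate 1 and 10084 ± 525 in replicate 2 (SD, 10 cells each), and SMART-seq detected 7283 ± 174 genes (SD, 6 cells). The mean difference of 2576 genes compares with an SD of 319 between the LAST-seq libraries. SMART-seq has 1 library of single cells, so no test between the assays was made. At 50000 reads per cell, LAST-seq detected 887 more genes. With at least 2 reads required for detection, the difference was 2077 genes at 400000 reads per cell and changed direction at 50000 reads per cell, where LAST-seq detected 3923 and 4175 genes in the replicates and SMART-seq 4118. The last setting was chosen after the data were seen. The paper states that LAST-seq showed the better gene detectability (Fig. 1i).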

The conclusion was further supported by the RNA spike-in experiment, where LAST-seq also demonstrated a higher detection rate of the RNA spike-in, given the same input copy number of each spike-in species (Additional file 1: Fig. S4h-i).

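The detection of ERCC RNA spike-in species was compared between the 10 LAST-seq single cells of replicate 2 and the 16 SMART-seq lysate wells of replicate 2. Both received the same volume of the same dilution, so species were compared at equal input. The share of wells in which a species was detected, averaged over 85 species, was 56.1% for LAST-seq and 51.9% for SMART-seq. Exact 95% intervals over wells and species were 52.7 to 59.5 and 49.2 to 54.6. They treat wells and species as independent, so they do not measure the spread between wells. Each well detected 47.7 ± 3.74 species in LAST-seq and 44.1 ± 9.83 in SMART-seq (SD over wells). Of the 85 species, 35 had the higher share in LAST-seq, 28 in SMART-seq, and 22 had equal shares. The direction changed when at least 2 UMIs or reads were required, with 41.3% for LAST-seq and 48.8% for SMART-seq. A single molecule can give 2 reads but not 2 UMIs, so this cut is stricter for LAST-seq and cannot rank the assays. The direction also changed without the 6 SMART-seq wells that match the single cells, an alternative chosen after the data were seen. The remaining 10 SMART-seq wells had 59.8%. The paper's comparison by input copy number needs the input copies of the ERCC species, which the tables at hand do not list.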

### LAST-seq offers a high single-molecule RNA capture efficiency

Another scRNA-seq method, CEL-seq [4], offers a higher detection sensitivity than SMART-seq in certain applications [28]. Similar to LAST-seq, CEL-seq also employs a linear amplification scheme, but CEL-seq’s linear amplification is performed on double-stranded DNA templates after RT/SSS of the original ssRNA. Here, in addition to SMART-seq, we also evaluated the performance of LAST-seq side-by-side with CEL-seq, using the improved CEL-seq2 protocol [7]. 

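For CEL-seq2, the authors deposited the number of UMIs per gene for 2 libraries of 10 single HEK293T cells and 1 library of 10 lysate wells, and for replicate 1 also the number of reads. In replicate 1, wells received the ERCC or the A60 mix, and the labels do not say which. In replicate 2 and in the lysate library, the first 5 barcodes of the label's list received the ERCC mix, and the last 5 of the lysate library the A60 mix. The single cells of replicate 1 held between 97838 and 197624 UMIs from 373986 to 521176 reads, and those of replicate 2 between 82783 and 190696 UMIs. The lysate wells held between 74117 and 123280 UMIs. Alignment, subsampling and counting were those of LAST-seq, without normalization.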

Since both methods utilize UMIs for the digital counting of detected RNA molecules, their single-molecule capture efficiencies can be quantified for a comparison.

First, we carried out RNA spike-in experiments as the gold standard to quantify the single-molecule capture efficiency of scRNA-seq assays, by spiking various RNA species in the single cell to mimic the transcriptomic RNA molecules but with known input copy numbers (Fig. 2a). The single-molecule capture efficiency is reflected by the ratio between the detected copy number and the input copy number of each RNA spike-in species. In addition to the commonly used ERCC RNA spike-in mix [29], which contains a ~ 24-nt poly-A tail on the 3′ end of each spike-in species, much shorter than the poly-A tail of typical mRNA molecules in human cells [30] (Additional file 1: Fig. S5a), we also synthesized an alternative RNA spike-in mix (A60), which contains a 60-nt 3′-end poly-A tail for each RNA spike-in species to mimic human mRNA molecules (Additional file 1: Fig. S5b). 

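The input copies per well of the 24 A60 RNA spike-in species follow from the droplet digital PCR reading of Table S5 and the dilution in the methods, and ranged from 65.2 to 4000.0 copies. In the LAST-seq single cells of replicate 1, the median over species of the mean number of UMIs over input copies was 19.4% ± 3.54 (SD over 10 cells). Single species ranged from 8.67% for ERCC-00160 to 59.3% for ERCC-00009. With input copies from the RNA mass measured by Qubit, the median was 9.28%. In LAST-seq lysate wells, which the labels give the same mix, it was 0.239% ± 0.109 (SD, 10 wells), and in the 5 CEL-seq2 lysate wells 0.0696% ± 0.0222 (SD). These CEL-seq2 wells held between 58 and 74 spike-in UMIs, of which the A60 species took a median of 37.9%, and the 5 wells labelled with the ERCC mix between 62 and 90, with 47.1%. Which mix the wells held is therefore uncertain, and values from them, including the next, may not measure the capture of that mix. For the ERCC mix, the median ratio over 50 species of the mean UMIs per well in LAST-seq single cells to those in the 5 CEL-seq2 lysate wells was 1.62, with 5127 and 75.2 spike-in UMIs per well. Against the 5 CEL-seq2 single cells of replicate 2 with this mix, which held 3304 spike-in UMIs per well, the median ratio over 74 species was 0.674, below 1, while the ratio of total UMIs, chosen after the data were seen, was 1.55. Capture efficiencies of ERCC species were not computed, since their input copies are not in the tables at hand. In the 5 CEL-seq2 single cells of replicate 1 where the A60 species took 73.6% or more of the spike-in UMIs, these species held between 1563 and 2545 UMIs per cell. LAST-seq single cells of replicate 1 held between 4738 and 6652. The depths were unequal, with 415815 to 521176 reads in these CEL-seq2 cells and 631119 to 763832 in the LAST-seq cells. Depth may therefore account for part of this difference. As the labels do not name the mix of these CEL-seq2 cells, no capture efficiency was computed from them.

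**Figure D1:**
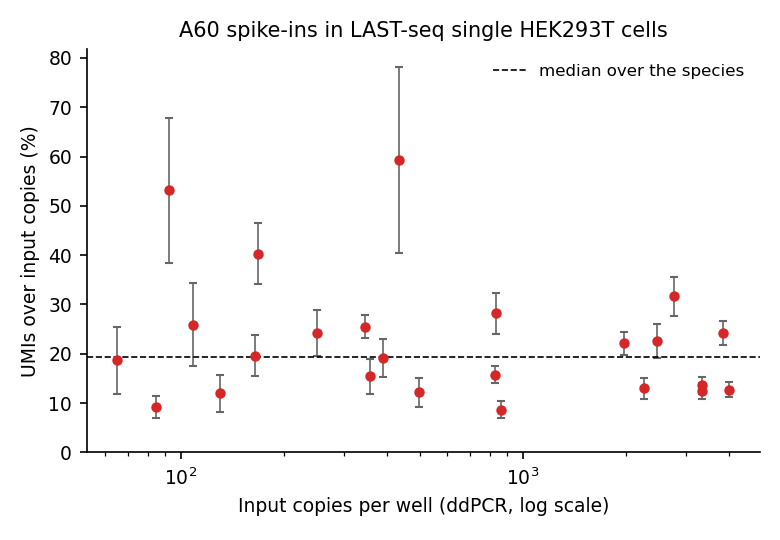
Mean number of UMIs over input copies, in percent, for each of the 24 A60 RNA spike-in species (points, with the SD over 10 cells) in LAST-seq single HEK293T cells of replicate 1, against the input copies per well on a log axis. The dashed line marks the median over species, 19.4%, and ERCC-00009 lies highest at 59.3%.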

Estimated from both types of RNA spike-in mix, LAST-seq offered a similar or higher single-molecule RNA capture efficiency compared to CEL-seq (Fig. 2b, c). However, the difference between different RNA spike-ins also indicated that single-molecule capture efficiency quantified by RNA spike-in experiments may be biased by the poly-A tail length [31] of the spike-in species. Specifically, the higher capture efficiency of LAST-seq for A60 RNA spike-in mix was likely due to enhanced annealing between the LAST-seq primer and the long poly-A tail, stabilizing the rA/dT hybrid for more efficient RNase H nicking and T7 promoter attachment.

**Fig. 2:**
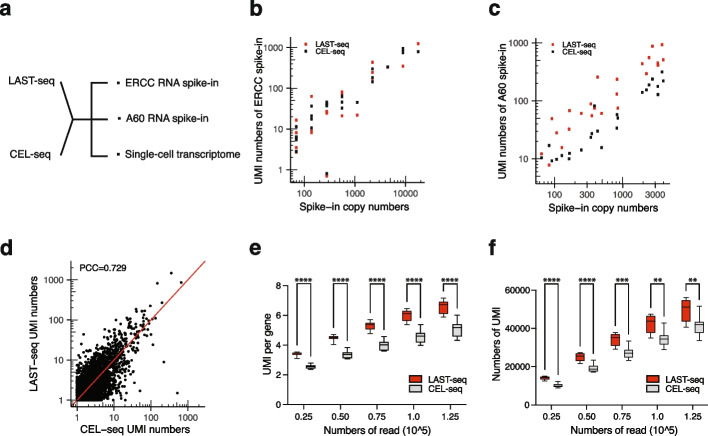
Comparison between LAST-seq and CEL-seq. **a** Experimental schematic to compare LAST-seq and CEL-seq in detecting RNA spike-in species and transcriptomic RNA molecules. **b** Capture efficiency of LAST-seq and CEL-seq using ERCC RNA spike-in as the input, with dots representing the average number of detected UMIs from 10 and 5 replicates for LAST-seq and CEL-seq, respectively. **c** Capture efficiency of LAST-seq and CEL-seq using A60 RNA spike-in as the input, with dots representing the average number of detected UMIs from 10 and 5 replicates for LAST-seq and CEL-seq, respectively. **d** Correlation of RNA level quantified by UMI numbers between LAST-seq and CEL-seq, both averaged from 10 single cells. Each dot corresponds to one gene. **e** Number of UMIs per gene comparison under various sequencing depths between LAST-seq and CEL-seq, both averaged from 10 single cells. **f** Number of total UMI per cell comparison under various sequencing depths between LAST-seq and CEL-seq, both averaged from 10 single cells. The boxplot shows the median (center line), the 25/75 percentile (bounds), and the minimum/maximum (whiskers). The statistical analysis was performed by the Welch *t*-test (**p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001)

Next, in order to evaluate the performance of both assays in capturing real transcriptomic RNA molecules in single human cells, we performed LAST-seq and CEL-seq on flow-sorted single HEK293T cells. 

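The genes with the most unequal numbers of UMIs, those without any UMI in 1 assay ranked first, were taken among 11058 genes with a mean of at least 1 UMI per cell in both libraries of either assay. The median ratio of LAST-seq to CEL-seq2 over these genes was 0.737. ENSG00000279366, an unconfirmed gene on chromosome 18, had 36 UMIs in the 10 LAST-seq cells of replicate 1 and 92 in those of replicate 2, and none in the 20 CEL-seq2 cells. Against a floor of 3 UMIs over the 2 libraries it was at least 42.7-fold higher in LAST-seq, and at least 24-fold without replicate 2. The pseudogene ENSG00000268967 was at least 19-fold and the small nuclear RNA gene RNU5F-1 at least 11.7-fold higher in LAST-seq. GEMIN8P3, a processed pseudogene on chromosome X, had 6186 and 2919 UMIs in the CEL-seq2 libraries and none in LAST-seq, at least 3035-fold lower in LAST-seq, and at least 1946-fold without CEL-seq2 replicate 1. Of the long noncoding RNA genes on chromosome 21, ENSG00000280800 had 363 and 490 UMIs in the CEL-seq2 libraries and was at least 284-fold lower in LAST-seq. ENSG00000280614 had 18 UMIs in CEL-seq2 replicate 1 and 1496 in replicate 2, at least 505-fold lower in LAST-seq with both and at least 12-fold without replicate 2. Pseudogenes can share reads with the genes they derive from, so these values are uncertain. ENSG00000280800 and ENSG00000280614 have the same transcript length, 923 nt, and the same GC content, 54.8%. They may share reads with each other, so their values may not be separate differences between the assays. GAPDH, which the paper used to estimate the amplification fold, had 18.8 UMIs per LAST-seq cell and 40.6 per CEL-seq2 cell, a ratio of 0.463.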

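Pearson's r across genes of the mean number of UMIs per single HEK293T cell was 0.607, 0.616, 0.636 and 0.6399 for the 4 pairs of a LAST-seq and a CEL-seq2 library. Between the 2 libraries of 1 assay it was 0.9895 for LAST-seq and 0.951 for CEL-seq2. The log10 scale moved the value most, to between 0.8599 and 0.868. Each pair covered between 24409 and 24906 genes detected in either library.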

First, the number of UMIs reported by both assays showed a reasonable correlation (Fig. 2d and Additional file 1: Fig. S5c), suggesting both were able to reflect the general single-cell transcriptome. 

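The numbers of UMIs were compared at 373986 reads in exons per cell, the lowest number in a cell of the 3 libraries with read tables. Equal numbers of reads in exons need not be equal sequencing depths, since reads outside exons were not in the tables. LAST-seq cells held 114281 ± 25034 UMIs in replicate 1 and 121379 ± 20007 in replicate 2, and CEL-seq2 cells of replicate 1 held 146015 ± 27239 (SD, 10 cells each). The mean difference, LAST-seq minus CEL-seq2, was -28185 UMIs per cell. At the deepest read number of Fig. 2e and f, a setting chosen after the data were seen, the difference was -9783. At the deposited depth, where all 4 libraries can be compared, it was -3767 UMIs per cell. Without CEL-seq2 replicate 1 the difference at the deposited depth was 1145, in the other direction, also chosen after the data were seen. The number of UMIs per detected gene was 11.8 ± 1.78 and 12.1 ± 1.43 in the LAST-seq libraries and 11.4 ± 1.89 in CEL-seq2 (SD, 10 cells each), a difference of 0.517. At the deepest read number of Fig. 2e and f, as above, it was 0.914 higher in LAST-seq. Over the genes detected by both assays, the difference changed direction to -0.578.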

After further quantification of the number of UMIs, we found LAST-seq can detect more UMIs per gene than CEL-seq for the detected genes (Fig. 2e and Additional file 1: Fig. S5d), as well as more total UMIs per cell (Fig. 2f and Additional file 1: Fig.S5e), indicating a high single-molecule capture efficiency of the original RNA molecules in single cells.

It is worth to note that despite LAST-seq can capture more copies of mRNA molecules per gene in single cells, the total number of genes LAST-seq can detect was comparable to CEL-seq (Additional file 1: Fig. S5f). 

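At the deposited depth, LAST-seq detected 10400 ± 848 genes per cell in replicate 1 and 10834 ± 580 in replicate 2, and CEL-seq2 detected 12984 ± 464 and 12572 ± 624 (SD, 10 cells each). The mean difference, LAST-seq minus CEL-seq2, was -2161 genes, where the LAST-seq libraries differed by an SD of 307. With reads thinned to 1 depth, an alternative chosen after the data were seen, the difference from CEL-seq2 replicate 1 was -2941. From Additional file 1: Fig. S5f the paper states that the assays were comparable in the number of genes detected.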

We speculate that a small portion of genes may not be readily amplified by LAST-seq due to difficulties upon IVT of ssRNA templates with very few copies (Additional file 1: Fig. S5g), significant secondary structure, and/or a short poly-A tail, compromising the total number of genes it can detect. On the other hand, compared to LAST-seq and SMART-seq, CEL-seq seems to be more likely to amplify and detect other types of cellular RNA in addition to the mature mRNA (Additional file 1: Fig. S5h), resulting in an elevated level of intronic and intergenic reads (Additional file 1: Fig. S5i), which was also observed in previous studies [28, 32], and more prone to nonspecific genomic DNA amplification upon single-cell RNA amplification and sequencing (Additional file 2: Table S1), that will also contribute to the total number of genes it can apparently detect.

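Over both libraries of each assay, 17176 genes were detected by LAST-seq and CEL-seq2, 10147 only by CEL-seq2 and 1594 only by LAST-seq. The genes detected only by CEL-seq2 had a median of 0.1 UMI per CEL-seq2 cell, against 2.3 for those detected by both, and 96.4% of them had a mean under 1 UMI per cell. With a mean of at least 0.5 UMI per cell required in CEL-seq2, 932 genes were detected only by CEL-seq2, with a median of 0.8 UMI per cell. Secondary structure and the length of poly-A tails were not analysed here. The paper proposes that a small portion of genes may not be readily amplified by LAST-seq, and lists few transcript copies among the possible reasons.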

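Gene types were taken from the GENCODE annotation. Protein-coding genes made up 83.5% ± 0.864 and 83.1% ± 0.553 of the genes detected per cell in the LAST-seq libraries and 77.05% ± 0.736 and 76.6% ± 1.70 in the CEL-seq2 libraries (SD, 10 cells each). The mean difference was 6.51 percentage points, and 3.59 when at least 2 UMIs were required. Genes of long noncoding RNA made up 5.61% and 5.38% in LAST-seq and 10.4% and 8.92% in CEL-seq2. In SMART-seq single cells, protein-coding genes made up 64.1% ± 0.375 and pseudogenes 29.9% ± 0.525 of the detected genes (SD, 6 cells), while 90.2% of the reads on genes fell on protein-coding genes. The tables hold reads in exons, so intronic and intergenic reads were not analysed here.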

Finally, we concluded that LAST-seq has a higher efficiency than CEL-seq to capture the original mRNA molecules in single cells, while the two linear-amplification-based scRNA-seq methods seem to be comparable regarding the total number of genes they can detect.

### Characterization of transcriptional bursting kinetics in human cells by LAST-seq

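Technical noise was computed as the CV of each gene over wells of single-cell lysate, with counts scaled to the median total per well, for 6574 genes with a mean of at least 1 in each library. The median CV was 0.578 over the 10 wells of LAST-seq, 0.508 over the wells of SMART-seq replicate 1 and 0.763 over those of replicate 2. The mean of the SMART-seq libraries, 0.636, lay 0.0578 above LAST-seq, within the SD of 0.181 between the SMART-seq libraries. With every well of replicate 1 counted, an alternative chosen after the data were seen, the difference was 0.0488. Between lysate libraries, SMART-seq replicate 2 decided the direction. Without it, SMART-seq lay below LAST-seq, at a difference of -0.0700. Without the 6 wells of that library that match the single cells, an alternative chosen after the data were seen, its median CV was 0.496, and the difference was -0.0760. Wells of 15-pg total RNA gave LAST-seq a median CV of 0.499, over 8139 genes for which SMART-seq replicates 1 and 2 had 0.578 and 0.871, so both lay above it, at a mean difference of 0.225. Without the 6 wells, a setting also chosen after the data were seen, this difference was 0.0757.

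**Figure D2:**
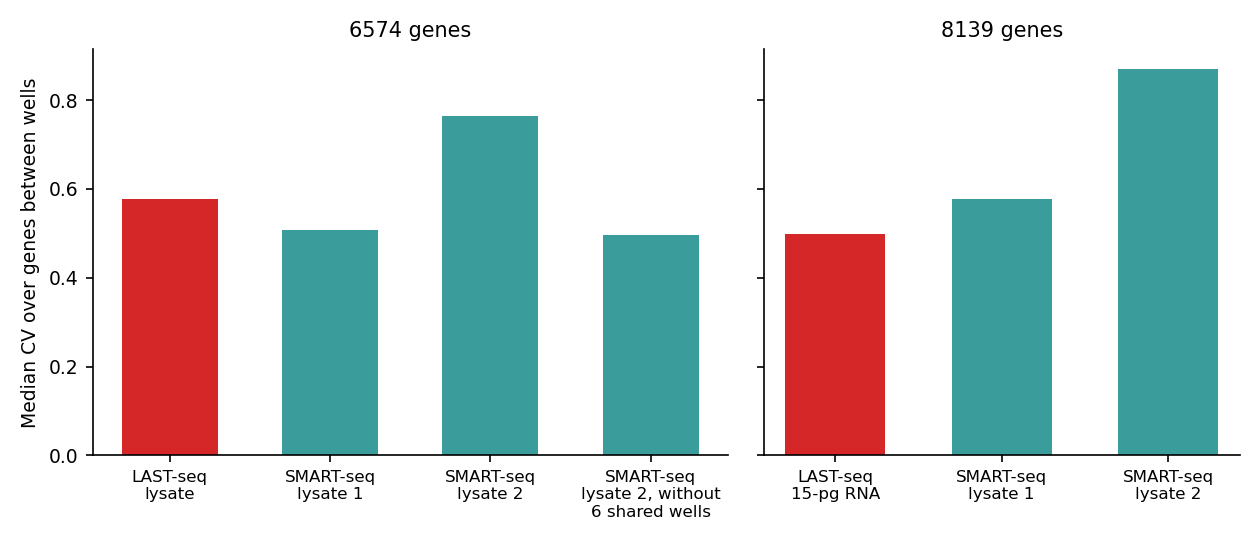
Median CV over genes (bars) between wells, over 6574 genes for LAST-seq lysate and the SMART-seq lysate libraries (left) and over 8139 genes for LAST-seq 15-pg RNA and the same SMART-seq libraries (right). The last bar on the left leaves out the 6 wells that match the single cells. SMART-seq replicate 2 is at 0.763 with all 16 wells and at 0.496 without the 6 wells on the left, and at 0.871 on the right, where 15-pg RNA is at 0.499.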

Thanks to its high RNA capture efficiency, LAST-seq offered a lower level of technical noise and more accurate transcriptome-wide profiling of the cell-to-cell variation than the commonly used SMART-seq (Fig. 3a), enabling a better performance in the quantitative study of gene expression noise. Here, we used LAST-seq to characterize cell-to-cell variation in human cells, quantify gene expression noise of individual genes, and derive transcriptional bursting kinetics for further investigation in the context of 3D chromatin organization.

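For the haploid human cell line eHAP1, the authors deposited the number of UMIs per gene for 148 WT cells and 153 SCC4 KO cells in G1 phase, 1 table per genotype, with the batch in the name of each cell. WT cells came as 73 of batch 1 and 75 of batch 2, and SCC4 KO cells as 77 and 76. The WT cells held between 18022 and 926415 UMIs, with a median of 89978 in batch 1 and 143882 in batch 2. The SCC4 KO cells held between 44979 and 320432 UMIs, with medians of 81789 and 152433. The values were whole numbers counted as for the HEK293T cells, without normalization, and listed 21561 genes in WT and 20769 in SCC4 KO. The paper removed batch effects with ComBat-seq before the fits. Medians per batch differ in the tables, and values here are of the UMIs as deposited unless stated. The paper describes the cells as isolated from a population grown from a single cell, so differences between genotypes have no check by independent clones, and cells are not replicates.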

**Fig. 3:**
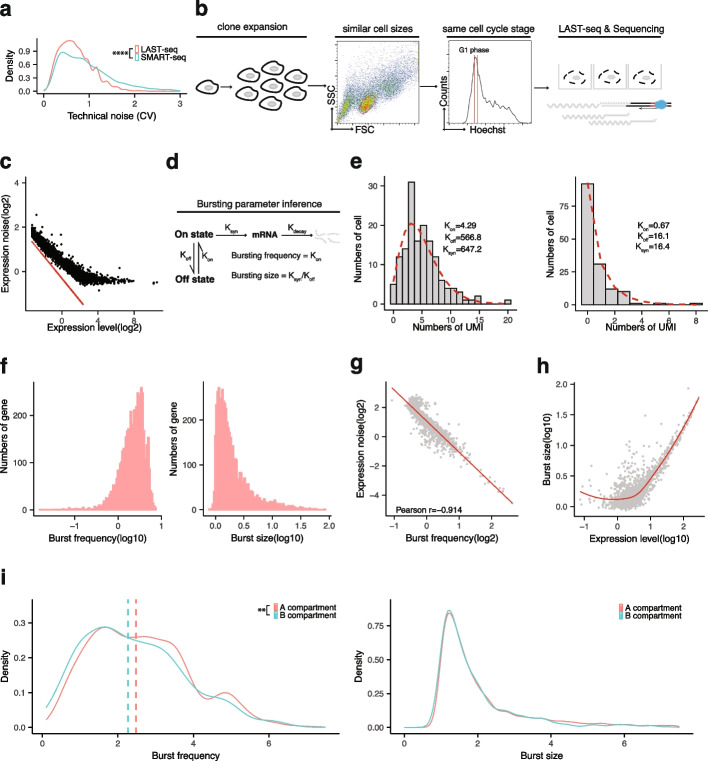
Characterization of transcriptional bursting kinetics in human cells by LAST-seq. **a** Technical noise plotted by the distribution of coefficient of variation (CV) of each mRNA species from 10 samples (LAST-seq) or 16 samples (SMART-seq). **b** Workflow of single-cell transcriptome analyses by LAST-seq to minimize the extrinsic noise. **c** Gene expression noise profile of haploid human cells. The red line represents the theoretical level of technical noise. **d** Two-state model of transcriptional bursting. **e** Examples of curve fitting to derive transcriptional burst parameters from the intrinsic noise of gene expression. **f** Transcriptome-wide distribution of burst frequency and burst size for human genes. **g** Correlation between the expression noise and burst frequency. **h** Correlation between the expression level and burst size. **i** Distribution of burst frequency and burst size for human genes located in A (*n* = 3465) and B (*n* = 645) compartments. The statistical test of (a) and (i) was performed by two-sided Kolmogorov–Smirnov test (**p ≤ 0.01, ****p ≤ 0.0001)

First, we designed experiments to quantify gene expression noise from the observed cell-to-cell variation, which consists of three components, technical noise of the scRNA-seq method, extrinsic noise from various types of heterogeneity among the cell population, and intrinsic noise mainly from transcriptional bursting (Additional file 1: Fig. S6a). By using LAST-seq instead of previous scRNA-seq assays, we lowered the level of technical noise. By isolating individual cells from a single-cell clonal expansion population sharing the same genetic and epigenetic profile, and flow-sorting single G1-phase human cells gated for a narrow range of cell size and DNA content (Fig. 3b), we minimized the extrinsic noise within a homogenous cell population in terms of genetic/epigenetic background, cell size, and the cell cycle stage. Consequently, the remaining cell-to-cell variation experimentally observed was primarily due to the intrinsic noise (Fig. 3c), driven mainly by transcriptional bursting dynamics with only a minor contribution from RNA degradation kinetics [33].

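The noise of 15578 genes with a mean of at least 0.1 UMI per WT cell was compared with the theoretical technical noise at the capture efficiency of 0.35 assumed in the methods. All 15578 genes lay above the line, with a median CV of 1.19 and a median ratio of CV to line of 1.80. The ratio rose with expression, from 1.48 for genes with a mean of 0.1 to 1 UMI to 11.6 for those above 100. With UMIs scaled to the median total per cell, these ratios were 1.46 and 1.65, and the median ratio was 1.49. With the capture efficiency of the A60 spike-ins, 99.9% of the genes lay above the line. In each batch alone, 99.6% and 99.7% did. The line lies below the Poisson noise of the same mean, so counting noise alone can place a gene above it. Above Poisson noise lay 96.5% of the genes, and 88.6% and 93.8% in batches 1 and 2 alone. The paper reasons that the variation remaining in these cells was primarily intrinsic noise.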

Next, based on the two-state model of transcriptional bursting (Fig. 3d), we used the Poisson-Beta distribution curve fitting to derive the bursting parameters [33] of individual genes from the corresponding intrinsic noise profile (Fig. 3e). We filtered out genes deviating from the curve fitting (Additional file 1: Fig. S6g), reasoning such genes either have a high level of technical noise, or have transcription dynamics that cannot be approximated by the two-state model [34, 35], thus unsuitable for downstream study of bursting kinetics. Moreover, since the bursting activities of two alleles are often independent and unsynchronized [36], a haploid human cell line (eHAP) [37] was used in this study to avoid the need of separating allelic transcripts.

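The Poisson-Beta distribution was fitted by maximum likelihood to the UMIs of each gene in WT cells. Of 21518 genes fitted, 13041 had a burst size of at most 1 and 6668 had Koff at the upper bound of the fit, and these sets overlapped. The filter kept 4691 genes. Their median expression was 2.66 UMIs per cell, against 0.270 for genes not kept. Among the genes kept, 3016 had Koff above 100.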

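In WT cells, the burst frequency Kon of the 4691 genes kept had a median of 1.88 in units of the mRNA degradation rate, with quartiles of 0.99003 and 3.38. The burst size Ksyn/Koff had a median of 1.66 UMIs, with quartiles of 1.25 and 3.44. Burst size is Ksyn/Koff in Fig. 3d and Ksyn/Kon in the paper's methods text, and Ksyn/Koff was used here. With UMIs scaled to the median total per cell and rounded, the setting that moved the medians most among those set before the data were examined, the medians were 0.848 and 3.59.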

Finally, we characterized the transcriptional bursting parameters in human cells, including burst frequency and burst size (Fig. 3f). In addition to the expected *K*_off_ > *K*_on_ for most genes (Additional file 1: Fig. S6b), we observed a strong negative correlation between expression noise and burst frequency (Fig. 3g), but not burst size (Additional file 1: Fig. S6c-e). 

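Koff exceeded Kon for 4567 of the 4691 WT genes, or 97.4%. With scaled UMIs this held for 46.1%, and with the 139 cells of at least 60000 UMIs thinned to that number, an alternative chosen after the data were seen, for 19.7%. The other alternatives stayed higher, at 90.8% with a random subset of the cells and 80.0% and 88.6% in batches 1 and 2. With a mean of at least 1 UMI it was 97.3%, and after ComBat-seq, chosen after the data were seen, also 97.3%. Across genes on the log10 scale, Pearson's r of squared CV and burst frequency was -0.948, and r of squared CV and burst size was -0.363. Over the 7 alternatives, the correlation with burst frequency ranged from -0.935 to -0.763, weaker in each, where the 2 ends come from alternatives chosen after the data were seen, and that with burst size from -0.565 to -0.254. Noise and the burst parameters come from the same counts, and genes are not independent replicates.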

We also found a positive correlation between expression level and burst size (Fig. 3h), but not burst frequency (Additional file 1: Fig. S6f), for highly expressed genes. Oppositely, the expression level of lowly expressed genes was more correlated to burst frequency rather than burst size (Fig. 3h and Additional file 1: Fig. S6f).

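The WT genes kept by the filter were divided at their median expression of 2.66 UMIs per cell. Above it, Pearson's r across genes of log10 expression with log10 burst size was 0.901 and with log10 burst frequency 0.720. Below it, r was 0.0167 with burst size and 0.955 with burst frequency. Where Koff is far above Kon, the fitted mean is near burst frequency times burst size. The filter also dropped genes with a burst size of at most 1, which limits the range of burst size at low expression. The values below the median may therefore follow in part from the model and the filter. In batch 1 alone, r above the median was 0.0855 with burst size and 0.686 with burst frequency, and in batch 2 alone 0.687 and 0.737. Below the median, r with burst size was 0.252 in batch 1, larger than above it. The order was also reversed with scaled UMIs, at 0.252 above and 0.349 below. With thinned cells, chosen after the data were seen, r was 0.233 above and 0.332 below. It stayed larger above the median in batch 2, with a random subset of the cells, after ComBat-seq and with a mean of at least 1 UMI.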

Moreover, we analyzed bursting parameters for genes located in A and B compartments, which are physically separated in the 3D chromatin organization of human cells [38]. We found that genes located in the A compartment showed a slightly higher overall burst frequency, but not a larger burst size, compared to genes located in the relatively inactive B compartment (Fig. 3i), in agreement with a higher expression noise in more repressed chromatin previously observed by single-molecule FISH in a few genes [39].

### Role of topologically associating domains (TADs) in burst frequency modulation and temporal coordination of transcription activities

Hi-C analysis of human 3D chromatin organization showed the widespread existence of topologically associating domains (TADs) as self-interacting genomic regions [38]. Despite their evolutionary conservation across species and cell types that indicates a functional relevance [40, 41], the function of TADs remains to be fully defined [40, 42–48]. Although no major changes in gene expression level were observed upon genome-wide TAD disruption and rearrangement [43–46], some specific TADs have been demonstrated to regulate gene expression [40, 47, 48]. Here, we hypothesized that, instead of regulating gene expression level, TADs might modulate transcriptional burst frequency and thus influence gene expression noise and cell-to-cell variation upon cell fate determination [49]. This hypothesis was based on the strengthened and more frequent enhancer-promoter interactions (EPI) between elements within the same TADs [50] and the observation that enhancers mostly modulate burst frequency instead of burst size [33, 51, 52].

To test this hypothesis, we analyzed transcriptome-wide burst frequencies derived from our LAST-seq data. Since the TAD-related EPI is just one factor among many other TAD-independent factors affecting gene expression [53] and burst frequency [54], the burst frequency of individual genes will not demonstrate a striking TAD relevance. Consequently, burst frequencies of many genes must be analyzed together to reveal the potential role of TADs with enough statistical power. Indeed, for genes located within the same TADs (Fig. 4a), we calculated their variability in burst frequencies (Fig. 4b) and found a smaller burst frequency variation than the control group of randomly picked genes (Fig. 4c). 

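The control of randomly picked genes was computed from the 4691 WT genes with bursting parameters, as 10000 groups of 10 genes drawn without replacement within a group. The CV of burst frequency in a group had a median of 0.698, with quartiles of 0.602 and 0.807. With groups of 5 genes the median was 0.682. With groups drawn from genes of similar mean expression, the setting that moved it most among those set before the data were examined, it was 0.252. Groups of genes in TADs and across TAD boundaries need the positions of the TADs, which the files at hand do not hold, so they were not analysed here.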

The smaller burst frequency variation cannot be explained by *in cis* proximity of the genes located within the same TADs, since genes located across the same TAD boundaries, which are also proximal *in cis*, showed a much larger burst frequency variation (Fig. 4c). To further confirm the TAD dependence of the observed difference in burst frequency variations, we knocked out the cohesin loader complex subunit *SCC4* (Additional file 1: Fig. S7a), globally weakening and disrupting TADs in the still viable human haploid cells [55] (Additional file 1: Fig. S7b). 

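SCC4 is encoded by MAU2 on chromosome 19. WT cells held 833 UMIs of MAU2 in all, a mean of 5.63 per cell, and SCC4 KO cells 228, a mean of 1.49 per cell. Scaled to total UMIs, MAU2 was at 0.298 of the WT level in SCC4 KO cells (exact Poisson 95% interval of the summed counts, 0.256 to 0.345), at 0.209 in batch 1 and at 0.352 in batch 2. No UMI of MAU2 was found in 6 of 148 WT cells, or 4.05% (exact 95% interval, 1.50 to 8.61), and in 50 of 153 SCC4 KO cells, or 32.7% (25.3 to 40.7). These KO cells were 44 of the 77 in batch 1 and 6 of the 76 in batch 2. The intervals cover counting error only. Those of the scaled level and of the share in SCC4 KO cells hold the value of neither batch. A share without UMIs also depends on depth, and SCC4 KO cells had a median of 81789 UMIs in batch 1 and 152433 in batch 2. A UMI shows transcript, whether or not it encodes a functional protein. GAPDH was at 1.31 of the WT level.

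**Figure D3:**
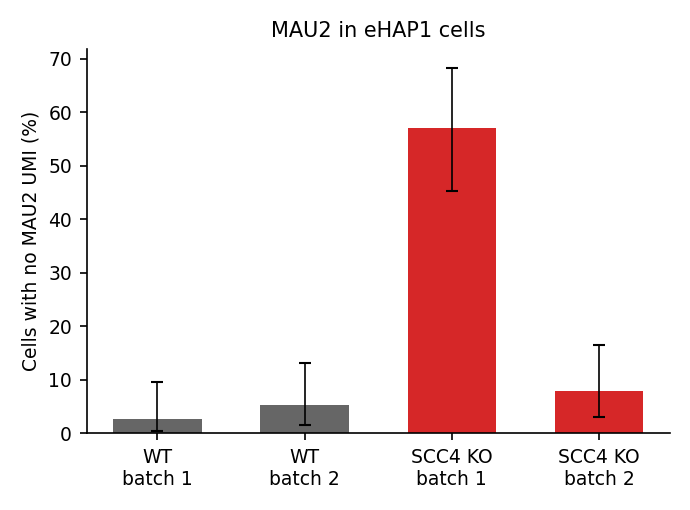
Share of eHAP1 cells with no UMI of MAU2, in percent (bars, with exact binomial 95% intervals), for WT and SCC4 KO cells of each batch. The share is 57.1% in batch 1 and 7.89% in batch 2 of the SCC4 KO cells.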

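The expression change upon SCC4 knockout was computed from UMIs summed over the cells of a genotype and scaled to total UMIs, with 0.5 UMI added to each sum. Of 16668 genes with a mean of at least 0.1 UMI per cell in either genotype, 4070 changed past 2-fold, or 24.4%, with 2192 higher and 1878 lower in SCC4 KO cells. Among the 9793 genes with a mean of at least 1 UMI, 12.0% did. Past 2-fold in the same direction in each batch were 14.3% of the 16668 genes. Libraries of 1 genotype also differed. Between the batches of WT cells, 19.9% of the 16668 genes were past 2-fold, and between those of SCC4 KO cells 17.0%, against 29.3% and 28.6% between the genotypes within batches 1 and 2. Among genes with a mean of at least 1 UMI, 4.29% and 4.51% were past 2-fold between batches, against 14.9% and 13.1% between genotypes. On the sums per batch, edgeR found 4631 genes past an adjusted p of 0.05, edgeR with the batch as replicate block 5458 and DESeq2 4719. Across 9793 genes, the differences between the batches of WT and those of SCC4 KO cells had a Pearson's r of -0.000388. The batch numbers thus showed no effect shared by the genotypes, which gives no ground for the block. Differences between genotypes have no check by independent clones, so these tests may compare single clones.
The genes named here have a mean of at least 1 UMI per cell in either genotype and changed past 2-fold in the same direction in each batch. Ranked by fold change with 0.5 UMI added, the 5 largest rises were of genes without any UMI in WT cells. FAM83C was at least 937-fold higher in SCC4 KO cells, with 2589 UMIs, against a floor of 3 UMIs per genotype. VAT1L had 8 UMIs in SCC4 KO batch 1 and 517 in batch 2, and was at least 190-fold higher over both and at least 3.05-fold in batch 1 alone. RFTN1P1 was at least 111-fold, PTOV1-AS1 at least 86.5-fold and NEFL at least 79.6-fold higher. In batch 1 alone, against 3 UMIs in that batch, FAM83C and these 3 genes were at least 359-fold, 36.3-fold, 16.8-fold and 19.5-fold higher. The rank depends on the UMIs added, as KCNQ3 and PROM1, with UMIs in both genotypes and log2 fold changes of 6.90 and 6.76, rose by more than the lowest of these bounds. Both were chosen after their values were seen. By the same rank, the 5 largest falls were of genes without any UMI in SCC4 KO cells. The pseudogene ENSG00000256399 on chromosome 12 was at least 3318-fold lower, with 10811 UMIs in WT cells. ENSG00000279366 was at least 339-fold, GLIPR1-AS1 at least 128-fold, COA6-AS1 at least 97.9-fold and KLRF1 at least 76.1-fold lower. In the batch with the lower bound, batch 2 for KLRF1 and batch 1 for the others, these 5 genes were at least 1159-fold, 120-fold, 39.0-fold, 32.9-fold and 26.9-fold lower. Values of pseudogenes, and of genes antisense to or overlapping others, depend on how the counting assigned shared reads.

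**Figure D4:**
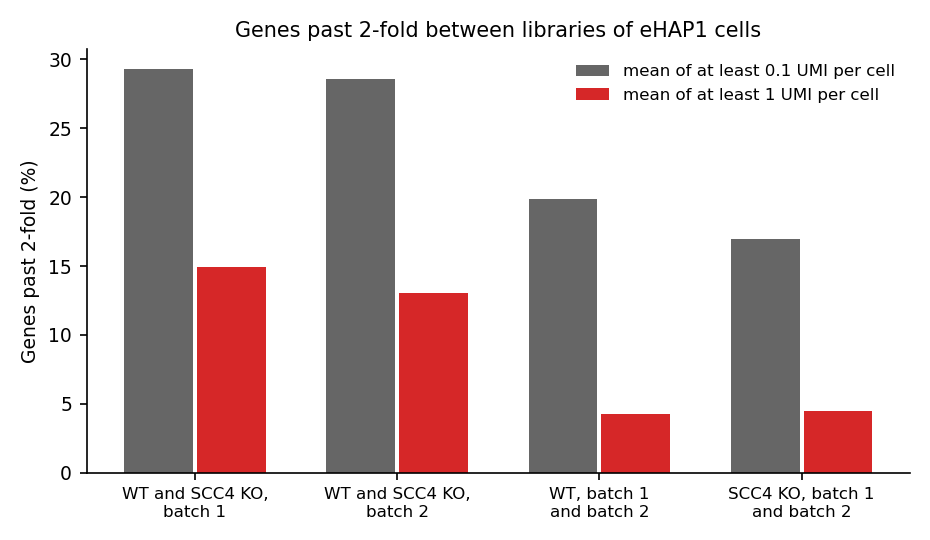
Share of genes past 2-fold, in percent (bars), between WT and SCC4 KO cells within each batch and between the batches of each genotype, for genes with a mean of at least 0.1 UMI (grey) and at least 1 UMI (red) per cell. Among genes with a mean of at least 1 UMI, the shares between genotypes are 14.9% and 13.1%, and those between batches 4.29% and 4.51%.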

Similar to reports in other cell types [44, 45], ~ 10% of the genes showed significant changes (> twofold) in the expression level upon cohesin loss and TAD disruption (Additional file 1: Fig. S7c). As predicted by our hypothesis, TAD disruption eliminated the burst frequency variation difference between genes located within the same TADs and genes across TAD boundaries (Fig. 4d). We did not use the degron system to disrupt TADs, since EPIs were found to be insensitive to such acute short-term depletion of cohesin or CTCF [56].

**Fig. 4:**
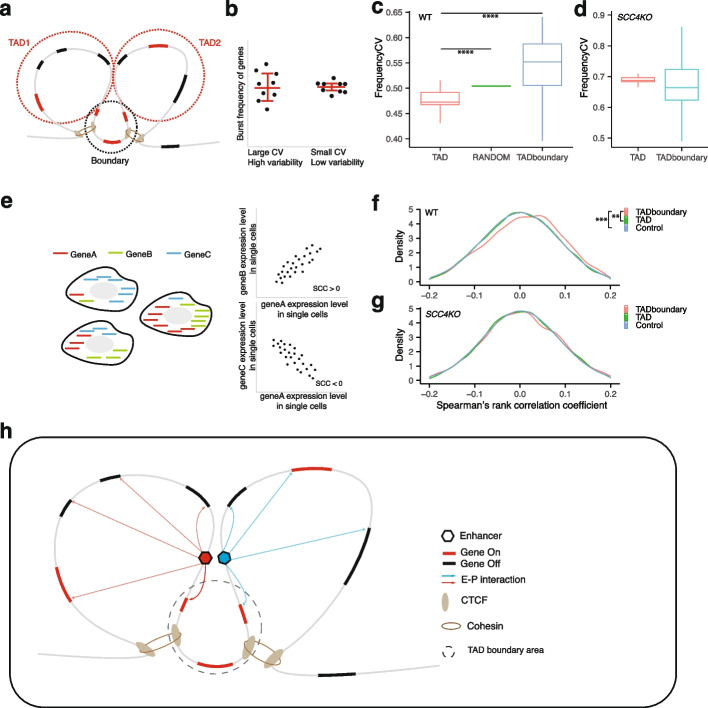
Role of TADs in burst frequency modulation and temporal correlation of transcription activities. **a** Schematic showing genes located within TADs and across TAD boundaries. **b** Burst frequency variations in groups of genes. Each dot represents the burst frequency of one gene, and the coefficient of variation (CV) of the burst frequencies is calculated as the ratio of the standard deviation to the mean. **c**, **d** Burst frequency variation in groups of genes located in the same TADs, across TAD boundaries, and randomly picked from the transcriptome (Random). The boxplot shows the median (center line), the 25/75 percentile (bounds), and farthest points within 1.5 times the interquartile range (whiskers). The statistical test was performed by two-sided Wilcoxon test (****p ≤ 0.0001). **e** Examples of positive and negative correlation of RNA level in single cells by calculating the Spearman’s rank correlation coefficient (SCC). **f**, **g** Distribution of SCC values for gene pairs located in the same TADs, across TAD boundaries, and randomly picked from the transcriptome (Control). The statistical test was performed by two-sided Kolmogorov–Smirnov test (**p ≤ 0.01, ***p ≤ 0.001). **h** Model showing burst frequency modulation within TADs and temporal correlation of transcription in the boundary

We then asked whether TADs, in addition to modulating the burst frequency, also temporally coordinate the transcription activities of genes located within them. We measured the temporal correlation of transcription activities between a pair of genes by calculating the Spearman’s rank correlation coefficient (SCC) between the gene pair’s mRNA transcript level in single cells, with a positive SCC suggesting a positive temporal correlation (Fig. 4e). 

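The control distribution was computed for all 23232336 pairs of the 6817 genes with a mean of at least 2 UMIs per WT cell, from UMIs divided by the total per cell. The median SCC was 0.00263 with an SD of 0.0856 over pairs, and 51.2% of the pairs were positive. With the cells of each gene shuffled, the SD was 0.0825 and 50.0% of the pairs were positive. Within batches 1 and 2, the median SCC was 0.000931 and 0.00427. Without division by the total per cell, it was 0.390, and 99.8% of the pairs were positive.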

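In SCC4 KO cells, the 21513520 pairs of 6560 genes with a mean of at least 2 UMIs had a median SCC of 0.00155 with an SD of 0.0838, and 0.0811 with shuffled cells. Gene pairs located within TADs were not analysed here.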

From the single-cell transcriptome data generated by LAST-seq, we found no difference in the SCC distribution between gene pairs located within the same TADs and randomly picked gene pairs (Fig. 4f), suggesting a lack of temporal coordination of the transcription activities for genes located within the same TADs. This could be due to a lack of temporal coordination between multiple EPIs within the same TADs or between the EPI formation and the transcription activity of the corresponding gene [50, 57, 58]. Interestingly, we observed a TAD-dependent shift of the SCC distribution toward positive values for gene pairs located across the same TAD boundaries (Fig. 4f, g), indicating some mechanism temporally coordinate the transcription of genes across the same TAD boundaries (Fig. 4h).

Finally, we propose a model that TADs may have a role in modulating transcriptional burst frequency, likely via TAD-enhanced EPIs, leading to a smaller burst frequency variation for genes located within the same TADs (Fig. 4h).

## Discussion

Here, we developed LAST-seq as a new scRNA-seq method with its unique chemistry bypassing the inefficient RT/SSS prior to RNA amplification. Thanks to the direct linear amplification of the original ssRNA molecules in single cells, LAST-seq offers a high single-molecule RNA capture efficiency and a low level of technical noise for single-cell transcriptome analyses. LAST-seq’s superior capture efficiency benefits the study of gene expression noise and transcriptional bursting, enables the detection of minor RNA level differences between individual cells, and elevates the overall quality of single-cell transcriptome data. In addition, direct amplification of the original ssRNA molecules without prior RT/SSS provides an alternative for applications other than scRNA-seq, such as in situ RNA sequencing or low-quality RNA library preparation and sequencing, where the result may be improved by avoiding the inefficient RT/SSS on crosslinked or damaged RNA.

We evaluated the performance of LAST-seq against two representative scRNA-seq methods, SMART-seq as the most widely used method, and CEL-seq as another highly sensitive method based on linear amplification. For SMART-seq, we used its most advanced commercially available kit (SMART-seqV4) optimized from the chemistry of SMART-seq2 [5]. For CEL-seq, we used its most updated protocol of CEL-seq2 [7]. Recent development led to a new version of SMART-seq incorporating UMIs for the digital counting of RNA copies, SMART-seq3 [8], as well as its miniaturization to achieve a high cellular throughput, SMART-seq3xpress [20] and FLASH-seq [19], that are not widely available at the moment.

We estimate the reagent cost per cell for scRNA-seq to be similar between LAST-seq, SMART-seq, and CEL-seq, when performed in tubes or wells. In terms of the cellular throughput, the current version of LAST-seq is limited by the manual pipetting capability on 96-well or 384-well plates. We anticipate LAST-seq to be further optimized and miniaturized in microfluidic droplets, improving its performance while enhancing its cellular throughput, similar to the scaling-up efforts already made for RT/SSS-dependent scRNA-seq methods, such as the 10X Chromium instrument based on the chemistry of SMART-seq2 but with UMI attachment, the Drop-Seq technology [11] based on SMART-seq2, and the inDrop sequencing [10] based on CEL-seq.

In this study, LAST-seq was applied to profile the transcriptome of single human cells, followed by the estimation of transcriptional burst parameters of individual genes. Although a common practice, using the two-state model of transcriptional bursting to derive burst parameters from single-cell data is a simplification [59] and could lead to inaccuracies. Furthermore, when studying the role of TADs in modulating burst frequency for genes located with the same TADs, only those TADs containing enough number of genes with reliably estimated burst parameters were included in our analysis. As a result, the conclusion may not be generally applicable to all the TADs identified in the human genome, especially the ones containing few expressed genes were excluded. Future single-cell studies are needed to further elucidate the role of TADs in regulating transcriptional bursting and to investigate the observed temporal correlation of transcription activities for genes located across the same TAD boundaries. Single-cell RNA-seq with a reduced level of technical noise offered by LAST-seq, combined with a high cellular throughput, will be a useful approach to address these questions.

## Conclusions

LAST-seq is a new scRNA-seq method offering a high single-molecule RNA capture efficiency and detection sensitivity. Instead of performing RT/SSS before RNA amplification, LAST-seq directly and linearly amplifies the original ssRNA molecules in single cells without prior conversion to double-stranded DNA templates. Utilizing its reduced level of technical noise, we applied LAST-seq to study gene expression noise and transcriptional bursting in human cells, revealing a role of TADs in the regulation of transcriptional bursting and the temporal coordination between transcription activities.

## Methods

### Cell culture

HEK293T cells (ATCC) were cultured in complete DMEM medium (Gibco) containing 4.5 g/L glucose and 2 mM L-glutamine (Gibco), supplemented with 10% Fetal Bovine Serum (FBS) (Sigma-Aldrich) and 100 μg/ml penicillin–streptomycin (PS) (Gibco). The eHAP haploid human cells (Horizon discovery Ltd, Cat # C669) [37] were cultured in IMDM medium (Gibco) supplemented with 10% FBS and 1% PS. Upon subcloning, haploid human cells were enriched by flow-sorting based on cell size and cultured in the presence of 10 μM 10-Deacetylbaccatin-III (Selleckchem) to maintain the haploid status [60]. HEK293T was not authenticated. eHAP haploid human cell line was authenticated by DNA content staining.

### Gene editing

The crRNA targeting *SCC4* (Additional file 2: Table S2) was designed by the IDT Alt-R Custom Cas9 crRNA Design Tool and annealed to the tracrRNA to form the 100 μM crRNA::tracrRNA duplex, followed by a 20-min room-temperature incubation to assemble with the purified Cas9 nuclease (IDT) in a 5 μl reaction volume consisting of 2.1 μl PBS, 1.2 μl crRNA::tracrRNA duplex, and 1.7 μl Cas9 nuclease. The resulting Cas9/gRNA complex was then electroporated into 0.5 million eHAP cells by the SE Cell Line 4D-NucleofectorTM X Kit L (Lonza) using the built-in EN-138 program. After a 48-h incubation, successful *SCC4* knockout (KO) was detected by the genome-editing detection kit (IDT). Single haploid human cells were then flow-sorted based on cell size into 96-well plates and cultured for 10 days for single-cell clonal expansion. PCR genotyping was then performed using half of the cells from each clonal population, with verified *SCC4* KO clones further cultured in 6-well plates, before the final validation of the successful KO by Western blot.

### PCR genotyping

Cells were washed in PBS and resuspended in 10 μl QuickExtract DNA Extraction Solution (Lucigen). The cell lysate was then incubated at 65 °C for 10 min, 98 °C for 5 min, followed by PCR using Q5 High-Fidelity Master Mix and 0.5 μM corresponding primers (Additional file 2: Table S2). The PCR products were analyzed by 10% DNA polyacrylamide gel electrophoresis.

### Western blot

Cells were washed in PBS and lysed in 30 μl RIPA buffer (Thermo Fisher Scientific) containing protease inhibitor cocktail (Sigma-Aldrich). The cell lysate was then mixed with 10 μl Laemmli Sample Buffer (Bio-Rad) for a 5-min 95°C incubation, followed by 10% SDS-PAGE and transfer to nitrocellulose membrane for immunoblotting analysis. Anti-Scc4 antibody (Abcam, ab183033) and anti-beta actin antibody (Abcam, ab8227) were used as primary antibodies, and Goat Anti-Rabbit IgG H&L (Abcam, ab6721) was used as the secondary antibody.

### Preparing single-stranded RNA templates for T7 IVT

To make short ssRNA templates for T7 IVT, 50 μM each of sense strands and anti-sense strands (Additional file 2: Table S2) were mixed in equal molar number in the annealing buffer (20 mM Tris-Ac pH 8.3, 50 mM NaCl, 2 mM EDTA pH 8.0), incubated at 95°C for 3 min, and slow cooled down to 25°C. To make long ssRNA templates for IVT, dsDNA templates containing a T7 and T3 promoter with a 30-nt poly-T element were cloned from the PUC18 (template for T1.2K) and LD220 (template for T2.2K), respectively (Addgene). RNAs were then generated by IVT of the dsDNA templates, followed by DNase I treatment and RNA column purification (NEB), and finally annealed to the linear primer (Additional file 2: Table S2) by a 5-min 70°C denaturation step and immediate cool-down on ice. After the RNA column purification, the annealed products were converted to the final long ssRNA templates for T7 IVT, by a 1-h 37°C incubation with RNase H and Klenow Fragment exo^−^ in the presence of dNTP and RNase Inhibitor, followed by column purification. To make transcriptomic ssRNA templates for IVT, total RNA extracted from the HEK293T cells was annealed to the linear primer and converted to the final ssRNA templates, following the same procedure used for the preparation of long ssRNA templates for T7 IVT.

### IVT of single-stranded RNA templates

To perform IVT on ssRNA templates, 10 ng ssRNA templates were mixed with 20 μl IVT solution (1X RNA Pol Reaction Buffer, 2.5 mM NTPs, 5 U/μl T7 RNA polymerase, 1 U/μl RNase Inhibitor, 0.01% Triton X-100) for incubation at 37°C for up to 16 h. IVT products were RNA column purified, DNase I treated, and resolved by 10% urea PAGE or 1.5% agarose denaturing gel electrophoresis, or quantified by RT-qPCR using corresponding primers (Additional file 2: Table S2) and the Verso 1-step RT-qPCR Kit (Thermo Fisher Scientific) on the QuantStudio 5 Real-Time PCR System (Applied Biosystems) with the Delta-Delta Ct method. The assembled IVT reaction without any incubation was used as the negative control.

### Total RNA and genomic DNA extraction

Total RNA was extracted from HEK293T cells using the Total RNA Miniprep Kit (NEB) with an on-column DNase digestion step. Genomic DNA was extracted from HEK293T cells using the genomic DNA purification Kit (NEB). The total RNA and genomic DNA were Nanodrop quantified. RNA integrity was determined using the Agilent 2100 Bioanalyzer.

### Synthesis and digital quantification of the A60 RNA spike-in species

Specific regions of 24 ERCC spike-ins with a T7 promoter attachment were synthesized (IDT) and amplified using a forward primer annealing to the T7 promoter and a reverse primer containing 60 Ts (Additional file 2: Table S4). The resulting dsDNA templates were subject to T7 IVT, and the transcribed RNAs were quantified using the Qubit RNA HS Assay Kit (Invitrogen) and the Bioanalyzer RNA 6000 Pico Kit (Agilent). The 24 RNA spike-in species were then diluted and mixed into the A60 RNA spike-in mix (Additional file 2: Table S5). For digital quantification, the A60 RNA spike-in mix was converted to cDNA by oligo-dT_60_ primed reverse transcription and quantified by the QX200 Droplet Digital (ddPCR) system using the QX200 EvaGreen Supermix (Bio-Rad), Droplet Generation Oil (Bio-Rad), and the corresponding primers (Additional file 2: Table S4). The copy number of each A60 RNA spike-in species is reported in Additional file 2: Table S5.

### Single-cell isolation

Single-cell suspensions of HEK293T cells and eHAP human haploid cells were made by trypsin dissociation. HEK293T cells were stained by the Zombie Green dye (BioLegend) to exclude dead cells. The eHAP cells were stained by both 10 μg/ml Hoechst33342 (Invitrogen) and the Zombie Green dye at 37 °C for 15 min to label live haploid and G1-phase cells. Single cells were then flow-sorted into 96-well plates with 2 μl lysis buffer in each well, using the BD FACSAria Fusion.

### LAST-seq assay

#### Cellular barcode design

The 6-nt cellular barcodes were designed using the DNABarcodes R package [61] allowing a minimal hamming distance of 3. Barcodes that anneal to the T7 promoter sequence were also eliminated. 80 cellular barcodes were selected (Additional file 2: Table S3).

#### Preparing the LAST-seq primer

The LAST-seq primer was made by the ligation between a hairpin module and an rU-dT module. The hairpin module consists of a looping region, a T7 promoter, a PCR handle, and the UMI and cellular barcode (CB) region. The rU-dT module consists of a complementary linker and an rU-dT tail with a 3′-end dideoxycytidine (ddC) blocker (Additional file 1: Fig. S3a). Following a heating and cooling program for the hairpin module to form a loop itself, the hairpin module was annealed and ligated with the rU-dT module at 16°C for 30 min in a 20 μl E. coli DNA ligase reaction (Additional file 1: Fig. S3b). The ligation product was then purified by 10% urea polyacrylamide gel electrophoresis (Additional file 1: Fig. S3c). Specifically, a small piece of polyacrylamide gel containing the ligation product was soaked in 400 μl 300 μM NaOAc, incubated on dry ice for 15 min and at room temperature for 4 h with a rotator, and ethanol precipitated. Finally, the purified LAST-seq primer was quantified by Nanodrop.

#### Single-cell lysis

Single cells were flow-sorted into 96-well plates with 2 μl lysis buffer in each well, containing 0.1% Triton X-100, 2 nM LAST-seq primer, 0.1 U/μl RNase Inhibitor, 0.5 mM dNTP, 60 pg RNA carriers, and the RNA spike-in (1 μl 1:1000,000 diluted ERCC spike-in or 1:20,000 diluted A60 spike-in). The plate was then sealed with aluminum film (MilliporeSigma), briefly spun down, and lysed at 65°C for 5 min before placing on ice.

#### Linear amplification of the single-stranded RNA molecules by T7 IVT

The single-cell lysate was evaporated at 30°C for 25 min by Eppendorf Vacufuge, resuspended in 10 μl (for 10 cells pooling) or 2.5 μl (for 80 cells pooling) buffer containing 1X NEBuffer2, 0.3 mM dNTP, 1 U/μl RNase Inhibitor, 0.02 U/μl RNase H, and 0.3 U/μl Klenow Fragment exo^−^, incubated at 37°C for 30 min and then kept on ice. Single-cell lysates from 10 or 80 cells were then pooled into one DNA LoBind tube and purified by 0.5X beads (Aline Bioscience, C-1005–5/50) and 1.3X buffer. Next, the beads were rehydrated in 25 μl T7 IVT buffer containing T7 RNAPol Reaction Buffer, 1.25 mM NTP, 1 U/μl RNase Inhibitor, 5 mM DTT, 5 mM MgCl_2_ and 2.5 U/μl T7 RNA Polymerase. After incubation overnight at 37°C for up to 16 h, the aRNA products were purified using 0.8X beads and 1X buffer, with final elution using 7 μl of nuclease-free water.

#### Library preparation of the amplified products

Six microliters of aRNA products were mixed with 0.5 μl 10 mM dNTP and 0.5 μl 25 mM random primers, heated at 70°C for 2 min and cooled on ice, assembled into a reverse transcription reaction containing 2 μl 5X first-strand synthesis buffer, 0.25 μl 20 U/μl RNase Inhibitor, 0.25 μl 0.4 M DTT and 0.5 μl 200 U/μl SuperScript IV (Invitrogen), and incubated at 23°C for 10 min, 50°C for 15 min, 80°C for 10 min. The RT products were PCR amplified for 8 cycles by the Q5 High-Fidelity Master Mix and P5/P7 primers, followed by 0.9X beads purification (Aline Bioscience). The purification products were further PCR amplified, beads purified, and eluted in 11 μl 0.1 × TE to get the final library for Illumina sequencing (Additional file 1: Fig. S8).

## SMART-seq

Single-cell mRNAs were amplified by the SMART-seqV4 ultra-low input RNA kit (Takara) according to the user manual. Briefly, the single-cell or single-cell lysate was distributed into individual PCR tubes containing 5 μl PBS. The lysis buffer containing spike-ins was added to the tube, followed by heating and cooling for single-cell lysis. mRNAs were converted into cDNA by the SMARTScribe reverse transcriptase and were amplified by 17 cycles of PCR. Libraries were generated using the NEBNext Ultra II DNA library prep kit.

## Calculation of the detection rate

LAST-seq and SMART-seq were applied to single-cell lysate containing 1 μl ERCC (1:1,000,000) spike-in. For each spike-in species, we determined whether it was detected or not for each well. The ratio of “detected wells” to “total wells” was calculated as the detection rate. The sliding window strategy (zoo v.1.8.9 [62]; window size = 9; step = 1) was used to smoothen the data by taking a sliding mean of the detection rates.

## CEL-seq

CEL-seq libraries were generated in accordance with the CEL-seq2 protocol [7]. Briefly, 10 single cells or cell lysates were distributed into 10 PCR tubes containing 1.2 μl lysis buffer with 0.5 μl 1:500,000 diluted ERCC spike-in or 1:10,000 diluted A60 spike-in. PCR tubes were heated at 65 °C for 5 min and quickly cooled on ice to lyse cells and anneal to the poly-A tail. After reverse transcription and second-strand synthesis, the cDNA from the 10 cells was pooled, bead purified, and in vitro transcribed for 13 h. The IVT products were then fragmented by heating and converted to cDNA by reverse transcription, followed by 15 cycles of PCR amplification and 2 rounds of bead purification.

## Genomic DNA contamination

Total RNA and genomic DNA were extracted from HEK293T cells. LAST-seq and CEL-seq were performed on 100 pg total RNA and 60 pg genomic DNA, following the protocols above. For LAST-seq, 13 cycles of PCR were used to amplify the final libraries from total RNA and genomic DNA. All libraries were quantified by Qubit dsDNA HS Assay Kit (Invitrogen). The library yield was presented in Additional file 2: Table S1.

## Calculation of minimum free energy

The cDNA sequences of selected genes were downloaded from the Ensembl database by BioMart. ViennaRNA [63] and customized scripts were used to calculate and extract the minimum free energy, respectively.

## Sequencing

Libraries were sequenced on an Illumina NextSeq 550 instrument with a High Output v2.5 reagent kit (Illumina). For LAST-seq and SMART-seqV4 libraries, read1 was sequenced for 50 bases, and read2 was sequenced for 25 bases. For CEL-seq libraries, read1 was sequenced for 25 bases, and read2 was sequenced for 50 bases.

## Sequencing data processing

The sequencing data was converted to fastq format by bcl2fastq v2.20, followed by reads trimming using cutadapt v 1.15 [64] with parameters ‘–nextseq-trim = 20 -m 22:14’. The zUMIs v.2.9.7 [65] pipeline was used for alignment (GRCh38.p13/annotationv33 and ERCC spike-in reference), subsampling, and reads/UMI counting. Reads with more than one base below Phred 20 base call scores in the UMI sequence were discarded. UMIs were collapsed by sequence identity. Reads were subsampled to an equal depth for data of LAST-seq, SMART-seq, and CEL-seq. Reads mapped to exons were used for downstream analysis.

## Modeling the technical noise of LAST-seq

Given the single-molecule capture efficiency of LAST-seq, the quantification of mRNA level (X) observes the binomial distribution (B) as follows:

$$X\sim B\left(n,p\right)$$

where *n* denotes the original mRNA level, and *p* denotes capture efficiency of a single mRNA molecule.

The coefficient of variation (CV) represents the technical noise which was computed as follows:

$$CV=\sqrt{(1-p)/np}$$

where *np* equals the observed expression level on average. We assumed *p* = 0.35 as the capture efficiency to generate the plot.

## Transcriptional bursting kinetics

Single haploid human cells (eHAP) were sequenced to an average depth of ~ 4.6 M reads per cell. Empty wells (exon reads < 50,000) and wells with potential contamination (exon mapping rate < 50%) were eliminated. One hundred forty-eight WT and 153 *SCC4* KO eHAP cells were used for downstream analysis. After the batch effect removal by ComBat-seq [66], an established script [33] (https://github.com/sandberg-lab/txburst) was used to infer the parameters of transcriptional bursting kinetics from the single-cell RNA-seq data. Specifically, the two-state model of transcriptional bursting was used to simulate the theoretical distribution of the mRNA copy number in individual cells for each gene. After reaching the steady state between transcriptional bursting and mRNA degradation, the theoretical distribution of the mRNA copy number for each gene in single cells, captured at a time snapshot by the scRNA-seq assay, will observe a Poisson-Beta distribution. The parameters of the Poisson-Beta distribution will reflect transcriptional bursting parameters including *K*_on_, *K*_off_, and *K*_syn_. As a result, bursting parameters could be derived by fitting the mRNA copy number distribution of each gene observed by single-cell RNA-seq into the theoretical Poisson-Beta distribution, using the maximum likelihood inference to generate the best estimates of transcriptional bursting parameters *K*_on_, *K*_off_, and *K*_syn_ for each gene. Since all the parameters were estimated in the unit of a constant mRNA degradation rate, the final burst frequency (*K*_on_) is still in the unit of the mRNA degradation rate while the final burst size (*K*_syn_/*K*_on_) is not. Since the variability in the mRNA degradation rates of individual genes does not contribute much to the estimated bursting parameters [33], a universal mRNA degradation rate constant was used in our estimation. The estimated bursting parameters are already relatively stable when use the single-cell transcriptome data from a random half of the sequenced cells, suggesting enough statistical power to estimate bursting parameters given the cell numbers used in our study. 

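The bursting parameters were also estimated from a random sample of 74 of the 148 WT cells and 76 of the 153 SCC4 KO cells. In WT cells, 3183 genes were kept in both fits, with Pearson's r across genes on the log10 scale of 0.920 for burst frequency and 0.743 for burst size. In SCC4 KO cells, 6618 genes were kept in both, with r of 0.855 and 0.573. From its own comparison with a random subset of the cells, the paper proposes that its cell numbers sufficed. Between the fits of batch 1 and batch 2, r of burst frequency was 0.704 over 2064 WT genes and 0.524 over 2301 SCC4 KO genes, and r of burst size was 0.107 and 0.0468.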

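In SCC4 KO cells, 20768 genes were fitted and 7970 were kept, with a median burst frequency of 1.56, a median burst size of 2.74 UMIs and Koff above Kon for 69.3%. Over all settings, 2 of them chosen after the data were seen, the number of genes kept ranged from 3160 to 7657 in WT cells and from 3440 to 8867 in SCC4 KO cells. After ComBat-seq, an alternative chosen after the data were seen, 6841 and 8867 genes were kept.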

Finally, transcriptional bursting parameters were estimated for 5156 genes in the WT haploid human cells and 4435 genes in the *SCC4* KO haploid human cells (Additional file 1: Fig. S6g).

## Hi-C data analysis

The processed haploid human cell Hi-C contact matrix and A/B compartment data were downloaded from the 4D Nucleome Data Portal, contributed by Erez Lieberman Aiden Lab [67]. TADs were called by HiCExplorer3.7.2 [68] at 100 K bin size resolution. The TAD boundary was defined as the 5% region of the two neighboring TADs spanning across the boundary. The A/B compartment data was converted to the bedgraph format by bigWigToBedGraph from UCSC. Gene coordinates were compared to the location of TADs, TAD boundaries, and A/B compartments by BEDOPS v2.4.40 [69]. Genes completely covered by those 3D genomic features were used for downstream analysis. To compare the Hi-C matrix between the WT cells and *SCC4* KO cells, data from Benjamin D. Rowland lab [55] was visualized by JuiceBox [70].

## Comparison of expression levels

To evaluate the transcriptomic changes after *SCC4* knockout, the R package BASiCS [71] was used to identify genes with differential expression level. Genes with < 0.1 mean expression level were excluded. A 5% expected FDR was used for the statistical test.

## Coefficient of variation (CV) of burst frequency

To compare the burst frequency variation of genes in the context of TADs, we calculated the CV of burst frequency for groups of genes located within the same TAD or across the same TAD boundary. The CV was calculated by:

$$CV=\frac{\upsigma }{\upmu }$$

where $$\sigma$$ denotes the standard deviation, and $$\mu$$ denotes the mean.

In WT eHAP1 cells, CVs were computed in 59 TADs, each containing at least 8 genes, and 37 TAD boundaries, each containing at least 4 genes. In *SCC4* KO cells, CVs were computed in 37 TADs and 32 TAD boundaries, under the same criterion of gene number. For the control of randomly picked genes across the transcriptome, we computed the CV for a random group of genes, with the group size equal to the median gene number in the selected TADs (10 genes) or TAD boundaries (5 genes). Finally, to compare the CVs of burst frequency for genes located within TADs, across TAD boundaries, and randomly picked control, in both WT and *SCC4* KO cells, we performed 10,000 bootstraps and plotted the distribution of the median value of the CVs for comparison.

## Calculation of the Spearman’s rank correlation coefficient between gene pairs

Genes with extremely low expression levels (< 2 transcripts per cell on average) were excluded. The transcript level of each gene was normalized by the total number of UMIs for each individual cell, in order to normalize the global cell-to-cell variation due to the residue extrinsic noise. Correlation coefficients between the mRNA transcript levels of gene pairs were calculated, for all gene pairs located in TADs and TAD boundaries containing at least a pair of genes. For the control, correlation coefficients were calculated between the mRNA levels of gene pairs randomly selected from the transcriptome. In WT eHAP1 cells, correlation coefficients were computed between 16712871, 6711, and 987 gene pairs, for the control, for genes in 551 TADs, and for genes across 249 TAD boundaries, respectively. In *SCC4KO* cells, correlation coefficients were computed between 17508403, 7297, and 1064 gene pairs, for the control, for genes in 560 TADs, and for genes across 250 TAD boundaries, respectively.

### Supplementary Information

**Additional file 1:** **Fig. S1.** Simulated performance of scRNA-seq with varying single-molecule capture efficiency. **Fig. S2.** T7 In vitro transcription (IVT) of ssRNA templates. **Fig. S3.** LAST-seq primer. **Fig. S4.** Performance of LAST-seq and comparison to SMART-seq. **Fig. S5.** Comparison between LAST-seq and CEL-seq. **Fig. S6.** Transcriptional bursting kinetics in human cells. **Fig. S7.** Chromatin structure and gene expression level in wildtype and SCC4 knockout haploid human cells. **Fig. S8.** LAST-seq library.

**Additional file 2:** **Table S1.** gDNA contamination test. **Table S2.** Oligos of short IVT templates; primers for long template construction and IVT quantification; primer for SCC4 knockout. **Table S3.** LAST-seq barcoding primers and library indexing primers. **Table S4.** Primers for A60 spike-ins. **Table S5.** Quantification of A60 spike-ins.

**Additional file 3.** Review history.

## Data Availability

The sequencing data were deposited at the National Center for Biotechnology Information Gene Expression Omnibus (GEO), with the accession number GSE211836 [72]. The code required to produce the main figures and findings is available at https://github.com/lyuj2022/LAST-seq [73] (published under MIT License). A stable version of the github repository is available through zenodo (10.5281/zenodo.8169902) [74].

## References

[1] Tang F, Barbacioru C, Wang Y, Nordman E, Lee C, Xu N, Wang X, Bodeau J, Tuch BB, Siddiqui A (2009). mRNA-Seq whole-transcriptome analysis of a single cell. Nat Methods.

[2] Islam S, Kjallquist U, Moliner A, Zajac P, Fan JB, Lonnerberg P, Linnarsson S (2011). Characterization of the single-cell transcriptional landscape by highly multiplex RNA-seq. Genome Res.

[3] Ramskold D, Luo S, Wang YC, Li R, Deng Q, Faridani OR, Daniels GA, Khrebtukova I, Loring JF, Laurent LC (2012). Full-length mRNA-Seq from single-cell levels of RNA and individual circulating tumor cells. Nat Biotechnol.

[4] Hashimshony T, Wagner F, Sher N, Yanai I (2012). CEL-Seq: single-cell RNA-Seq by multiplexed linear amplification. Cell Rep.

[5] Picelli S, Bjorklund AK, Faridani OR, Sagasser S, Winberg G, Sandberg R (2013). Smart-seq2 for sensitive full-length transcriptome profiling in single cells. Nat Methods.

[6] Islam S, Zeisel A, Joost S, La Manno G, Zajac P, Kasper M, Lonnerberg P, Linnarsson S (2014). Quantitative single-cell RNA-seq with unique molecular identifiers. Nat Methods.

[7] Hashimshony T, Senderovich N, Avital G, Klochendler A, de Leeuw Y, Anavy L, Gennert D, Li S, Livak KJ, Rozenblatt-Rosen O (2016). CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq. Genome Biol.

[8] Hagemann-Jensen M, Ziegenhain C, Chen P, Ramskold D, Hendriks GJ, Larsson AJM, Faridani OR, Sandberg R (2020). Single-cell RNA counting at allele and isoform resolution using Smart-seq3. Nat Biotechnol.

[9] Jaitin DA, Kenigsberg E, Keren-Shaul H, Elefant N, Paul F, Zaretsky I, Mildner A, Cohen N, Jung S, Tanay A, Amit I (2014). Massively parallel single-cell RNA-Seq for marker-free decomposition of tissues into cell types. Science.

[10] Klein AM, Mazutis L, Akartuna I, Tallapragada N, Veres A, Li V, Peshkin L, Weitz DA, Kirschner MW (2015). Droplet barcoding for single-cell transcriptomics applied to embryonic stem cells. Cell.

[11] Macosko EZ, Basu A, Satija R, Nemesh J, Shekhar K, Goldman M, Tirosh I, Bialas AR, Kamitaki N, Martersteck EM (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell.

[12] Yuan J, Sims PA (2016). An automated microwell platform for large-scale single cell RNA-Seq. Sci Rep.

[13] Zheng GX, Terry JM, Belgrader P, Ryvkin P, Bent ZW, Wilson R, Ziraldo SB, Wheeler TD, McDermott GP, Zhu J (2017). Massively parallel digital transcriptional profiling of single cells. Nat Commun.

[14] Gierahn TM, Wadsworth MH, Hughes TK, Bryson BD, Butler A, Satija R, Fortune S, Love JC, Shalek AK (2017). Seq-Well: portable, low-cost RNA sequencing of single cells at high throughput. Nat Methods.

[15] Cao JY, Packer JS, Ramani V, Cusanovich DA, Huynh C, Daza R, Qiu X, Lee C, Furlan SN, Steemers FJ (2017). Comprehensive single-cell transcriptional profiling of a multicellular organism. Science.

[16] Rosenberg AB, Roco CM, Muscat RA, Kuchina A, Sample P, Yao ZZ, Graybuck LT, Peeler DJ, Mukherjee S, Chen W (2018). Single-cell profiling of the developing mouse brain and spinal cord with split-pool barcoding. Science.

[17] Han X, Wang R, Zhou Y, Fei L, Sun H, Lai S, Saadatpour A, Zhou Z, Chen H, Ye F (2018). Mapping the mouse cell atlas by Microwell-seq. Cell.

[18] Sheng K, Cao W, Niu Y, Deng Q, Zong C (2017). Effective detection of variation in single-cell transcriptomes using MATQ-seq. Nat Methods.

[19] Hahaut V, Pavlinic D, Carbone W, Schuierer S, Balmer P, Quinodoz M, Renner M, Roma G, Cowan CS, Picelli S (2022). Fast and highly sensitive full-length single-cell RNA sequencing using FLASH-seq. Nat Biotechnol.

[20] Hagemann-Jensen M, Ziegenhain C, Sandberg R (2022). Scalable single-cell RNA sequencing from full transcripts with Smart-seq3xpress. Nat Biotechnol.

[21] Salmen F, De Jonghe J, Kaminski TS, Alemany A, Parada GE, Verity-Legg J, Yanagida A, Kohler TN, Battich N, van den Brekel F (2022). High-throughput total RNA sequencing in single cells using VASA-seq. Nat Biotechnol.

[22] Chapman AR, He Z, Lu S, Yong J, Tan L, Tang F, Xie XS (2015). Single cell transcriptome amplification with MALBAC. PLoS ONE.

[23] Di L, Liu B, Lyu Y, Zhao S, Pang Y, Zhang C, Wang J, Qi H, Shen J, Huang Y (2022). Rapid and sensitive single-cell RNA sequencing with SHERRY2. BMC Biol.

[24] Van Gelder RN, von Zastrow ME, Yool A, Dement WC, Barchas JD, Eberwine JH (1990). Amplified RNA synthesized from limited quantities of heterogeneous cDNA. Proc Natl Acad Sci U S A.

[25] Chen C, Xing D, Tan L, Li H, Zhou G, Huang L, Xie XS (2017). Single-cell whole-genome analyses by Linear Amplification via Transposon Insertion (LIANTI). Science.

[26] Arnaud-Barbe N, Cheynet-Sauvion V, Oriol G, Mandrand B, Mallet F (1998). Transcription of RNA templates by T7 RNA polymerase. Nucleic Acids Res.

[27] Duftner N, Larkins-Ford J, Legendre M, Hofmann HA (2008). Efficacy of RNA amplification is dependent on sequence characteristics: implications for gene expression profiling using a cDNA microarray. Genomics.

[28] Mereu E, Lafzi A, Moutinho C, Ziegenhain C, McCarthy DJ, Alvarez-Varela A, Batlle E, Sagar, Grun D, Lau JK, et al: Benchmarking single-cell RNA-sequencing protocols for cell atlas projects. Nat Biotechnol 2020, 38:747–755.10.1038/s41587-020-0469-432518403

[29] Baker SC, Bauer SR, Beyer RP, Brenton JD, Bromley B, Burrill J, Causton H, Conley MP, Elespuru R, Fero M (2005). The external RNA controls consortium: a progress report. Nat Methods.

[30] Legnini I, Alles J, Karaiskos N, Ayoub S, Rajewsky N (2019). FLAM-seq: full-length mRNA sequencing reveals principles of poly(A) tail length control. Nat Methods.

[31] Svensson V, Natarajan KN, Ly LH, Miragaia RJ, Labalette C, Macaulay IC, Cvejic A, Teichmann SA (2017). Power analysis of single-cell RNA-sequencing experiments. Nat Methods.

[32] La Manno G, Soldatov R, Zeisel A, Braun E, Hochgerner H, Petukhov V, Lidschreiber K, Kastriti ME, Lonnerberg P, Furlan A (2018). RNA velocity of single cells. Nature.

[33] Larsson AJM, Johnsson P, Hagemann-Jensen M, Hartmanis L, Faridani OR, Reinius B, Segerstolpe A, Rivera CM, Ren B, Sandberg R (2019). Genomic encoding of transcriptional burst kinetics. Nature.

[34] Li C, Cesbron F, Oehler M, Brunner M, Hofer T (2018). Frequency modulation of transcriptional bursting enables sensitive and rapid gene regulation. Cell Syst.

[35] Lenstra TL, Rodriguez J, Chen H, Larson DR (2016). Transcription dynamics in living cells. Annu Rev Biophys.

[36] Reinius B, Mold JE, Ramskold D, Deng Q, Johnsson P, Michaelsson J, Frisen J, Sandberg R (2016). Analysis of allelic expression patterns in clonal somatic cells by single-cell RNA-seq. Nat Genet.

[37] Essletzbichler P, Konopka T, Santoro F, Chen D, Gapp BV, Kralovics R, Brummelkamp TR, Nijman SM, Burckstummer T (2014). Megabase-scale deletion using CRISPR/Cas9 to generate a fully haploid human cell line. Genome Res.

[38] Rao SS, Huntley MH, Durand NC, Stamenova EK, Bochkov ID, Robinson JT, Sanborn AL, Machol I, Omer AD, Lander ES, Aiden EL (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[39] Dey SS, Foley JE, Limsirichai P, Schaffer DV, Arkin AP (2015). Orthogonal control of expression mean and variance by epigenetic features at different genomic loci. Mol Syst Biol.

[40] Spielmann M, Lupianez DG, Mundlos S (2018). Structural variation in the 3D genome. Nat Rev Genet.

[41] Krefting J, Andrade-Navarro MA, Ibn-Salem J (2018). Evolutionary stability of topologically associating domains is associated with conserved gene regulation. BMC Biol.

[42] Finn EH, Misteli T (2019). A genome disconnect. Nat Genet.

[43] Ghavi-Helm Y, Jankowski A, Meiers S, Viales RR, Korbel JO, Furlong EEM (2019). Highly rearranged chromosomes reveal uncoupling between genome topology and gene expression. Nat Genet.

[44] Rao SSP, Huang SC, Glenn St Hilaire B, Engreitz JM, Perez EM, Kieffer-Kwon KR, Sanborn AL, Johnstone SE, Bascom GD, Bochkov ID (2017). Cohesin loss eliminates all loop domains. Cell.

[45] Cuartero S, Weiss FD, Dharmalingam G, Guo Y, Ing-Simmons E, Masella S, Robles-Rebollo I, Xiao X, Wang YF, Barozzi I (2018). Control of inducible gene expression links cohesin to hematopoietic progenitor self-renewal and differentiation. Nat Immunol.

[46] Stik G, Vidal E, Barrero M, Cuartero S, Vila-Casadesus M, Mendieta-Esteban J, Tian TV, Choi J, Berenguer C, Abad A (2020). CTCF is dispensable for immune cell transdifferentiation but facilitates an acute inflammatory response. Nat Genet.

[47] Long HK, Prescott SL, Wysocka J (2016). Ever-changing landscapes: transcriptional enhancers in development and evolution. Cell.

[48] McCord RP, Kaplan N, Giorgetti L (2020). Chromosome conformation capture and beyond: toward an integrative view of chromosome structure and function. Mol Cell.

[49] Eling N, Morgan MD, Marioni JC (2019). Challenges in measuring and understanding biological noise. Nat Rev Genet.

[50] Xiao JY, Hafner A, Boettiger AN (2021). How subtle changes in 3D structure can create large changes in transcription. Elife.

[51] Bartman CR, Hsu SC, Hsiung CC, Raj A, Blobel GA (2016). Enhancer regulation of transcriptional bursting parameters revealed by forced chromatin looping. Mol Cell.

[52] Fukaya T, Lim B, Levine M (2016). Enhancer control of transcriptional bursting. Cell.

[53] Ringel AR, Szabo Q, Chiariello AM, Chudzik K, Schopflin R, Rothe P, Mattei AL, Zehnder T, Harnett D, Laupert V (2022). Repression and 3D-restructuring resolves regulatory conflicts in evolutionarily rearranged genomes. Cell.

[54] Nicolas D, Phillips NE, Naef F (2017). What shapes eukaryotic transcriptional bursting?. Mol Biosyst.

[55] Haarhuis JHI, van der Weide RH, Blomen VA, Yanez-Cuna JO, Amendola M, van Ruiten MS, Krijger PHL, Teunissen H, Medema RH, van Steensel B (2017). The cohesin release factor WAPL restricts chromatin loop extension. Cell.

[56] Hsieh TS, Cattoglio C, Slobodyanyuk E, Hansen AS, Darzacq X, Tjian R (2022). Enhancer-promoter interactions and transcription are largely maintained upon acute loss of CTCF, cohesin, WAPL or YY1. Nat Genet.

[57] Alexander JM, Guan J, Li B, Maliskova L, Song M, Shen Y, Huang B, Lomvardas S, Weiner OD (2019). Live-cell imaging reveals enhancer-dependent Sox2 transcription in the absence of enhancer proximity. Elife.

[58] Zuin J, Roth G, Zhan Y, Cramard J, Redolfi J, Piskadlo E, Mach P, Kryzhanovska M, Tihanyi G, Kohler H (2022). Nonlinear control of transcription through enhancer-promoter interactions. Nature.

[59] Zoller B, Nicolas D, Molina N, Naef F (2015). Structure of silent transcription intervals and noise characteristics of mammalian genes. Mol Syst Biol.

[60] Olbrich T, Vega-Sendino M, Murga M, de Carcer G, Malumbres M, Ortega S, Ruiz S, Fernandez-Capetillo O (2019). A chemical screen identifies compounds capable of selecting for haploidy in mammalian cells. Cell Rep.

[61] Buschmann T (2017). DNABarcodes: an R package for the systematic construction of DNA sample tags. Bioinformatics.

[62] Zeileis A, Grothendieck G: zoo: S3 infrastructure for regular and irregular time series. Journal of Statistical Software 2005, 14.

[63] Lorenz R, Bernhart SH (2011). Höner zu Siederdissen C, Tafer H, Flamm C, Stadler PF, Hofacker IL: ViennaRNA package 2.0. Algorithms Mol Biol.

[64] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal.

[65] Parekh S, Ziegenhain C, Vieth B, Enard W, Hellmann I (2018). zUMIs - a fast and flexible pipeline to process RNA sequencing data with UMIs. Gigascience.

[66] Zhang Y, Parmigiani G, Johnson WE (2020). ComBat-seq: batch effect adjustment for RNA-seq count data. NAR Genom Bioinform.

[67] Sanborn AL, Rao SS, Huang SC, Durand NC, Huntley MH, Jewett AI, Bochkov ID, Chinnappan D, Cutkosky A, Li J (2015). Chromatin extrusion explains key features of loop and domain formation in wild-type and engineered genomes. Proc Natl Acad Sci U S A.

[68] Ramirez F, Bhardwaj V, Arrigoni L, Lam KC, Gruning BA, Villaveces J, Habermann B, Akhtar A, Manke T (2018). High-resolution TADs reveal DNA sequences underlying genome organization in flies. Nat Commun.

[69] Neph S, Kuehn MS, Reynolds AP, Haugen E, Thurman RE, Johnson AK, Rynes E, Maurano MT, Vierstra J, Thomas S (2012). BEDOPS: high-performance genomic feature operations. Bioinformatics.

[70] Robinson JT, Turner D, Durand NC, Thorvaldsdottir H, Mesirov JP, Aiden EL (2018). Juicebox.js provides a cloud-based visualization system for Hi-C data. Cell Systems.

[71] Vallejos CA, Marioni JC, Richardson S (2015). BASiCS: Bayesian analysis of single-cell sequencing data. Plos Computatl Biol.

[72] Lyu, J. Chen, C.: LAST-seq: single-cell RNA sequencing by direct amplification of single-stranded RNA without prior reverse transcription and second-strand synthesis. Datasets Gene Expression Omnibus. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211836. 2023.10.1186/s13059-023-03025-5PMC1041380637559123

[73] Lyu, J. Chen, C.: LAST-seq: single-cell RNA sequencing by direct amplification of single-stranded RNA without prior reverse transcription and second-strand synthesis. Github https://github.com/lyuj2022/LAST-seq. 2023.10.1186/s13059-023-03025-5PMC1041380637559123

[74] Lyu J, Chen C. LAST-seq: single-cell RNA sequencing by direct amplification of single-stranded RNA without prior reverse transcription and second-strand synthesis. Zenodo 10.5281/zenodo.8169902. 2023.10.1186/s13059-023-03025-5PMC1041380637559123

# Supplementary material for: LAST-seq: single-cell RNA sequencing by direct amplification of single-stranded RNA without prior reverse transcription and second-strand synthesis
**Source:** Genome Biol. 2023 Aug 9;24:184. doi: 10.1186/s13059-023-03025-5
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Simulated performance of scRNA-seq with varying single-molecule capture efficiency. Fig. S2. T7 In vitro transcription (IVT) of ssRNA templates. Fig. S3. LAST-seq primer. Fig. S4. Performance of LAST-seq and comparison to SMART-seq. Fig. S5. Comparison between LAST-seq and CEL-seq. Fig. S6. Transcriptional bursting kinetics in human cells. Fig. S7. Chromatin structure and gene expression level in wildtype and SCC4 knockout haploid human cells. Fig. S8. LAST-seq library.

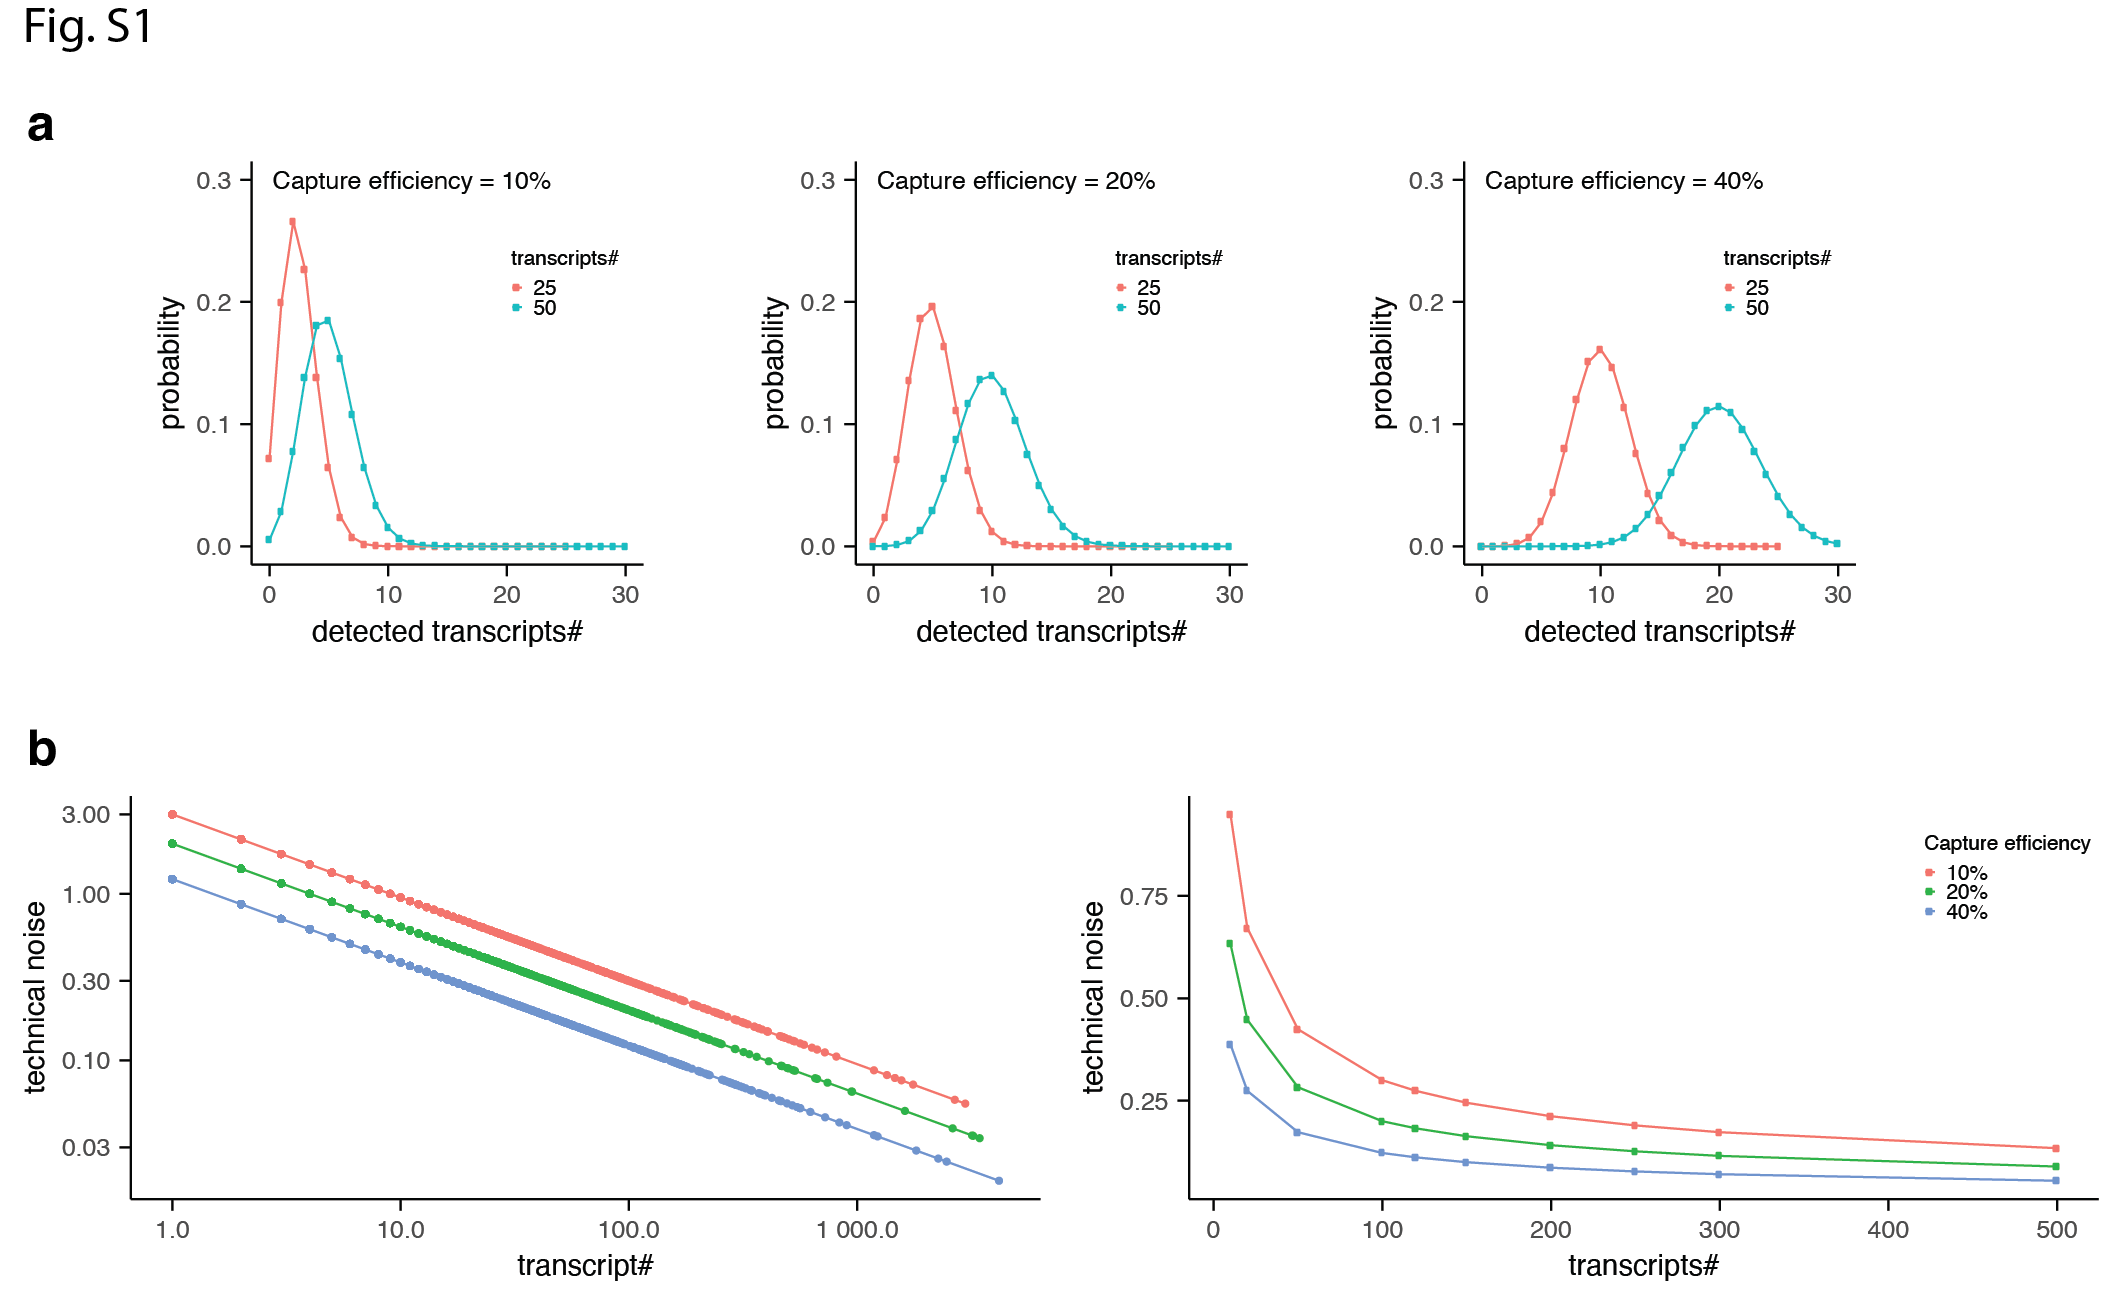

Fig. S1. Simulated performance of scRNA-seq with varying single-molecule capture efficiency. **a**. Single-molecule capture efficiency affect scRNA-seq’s capability to distinguish different RNA levels. **b**. Single-molecule capture efficiency affect the level of technical noise in scRNA-seq data, plotted against single-cell RNA copy numbers in log (left) and linear (right) scales.

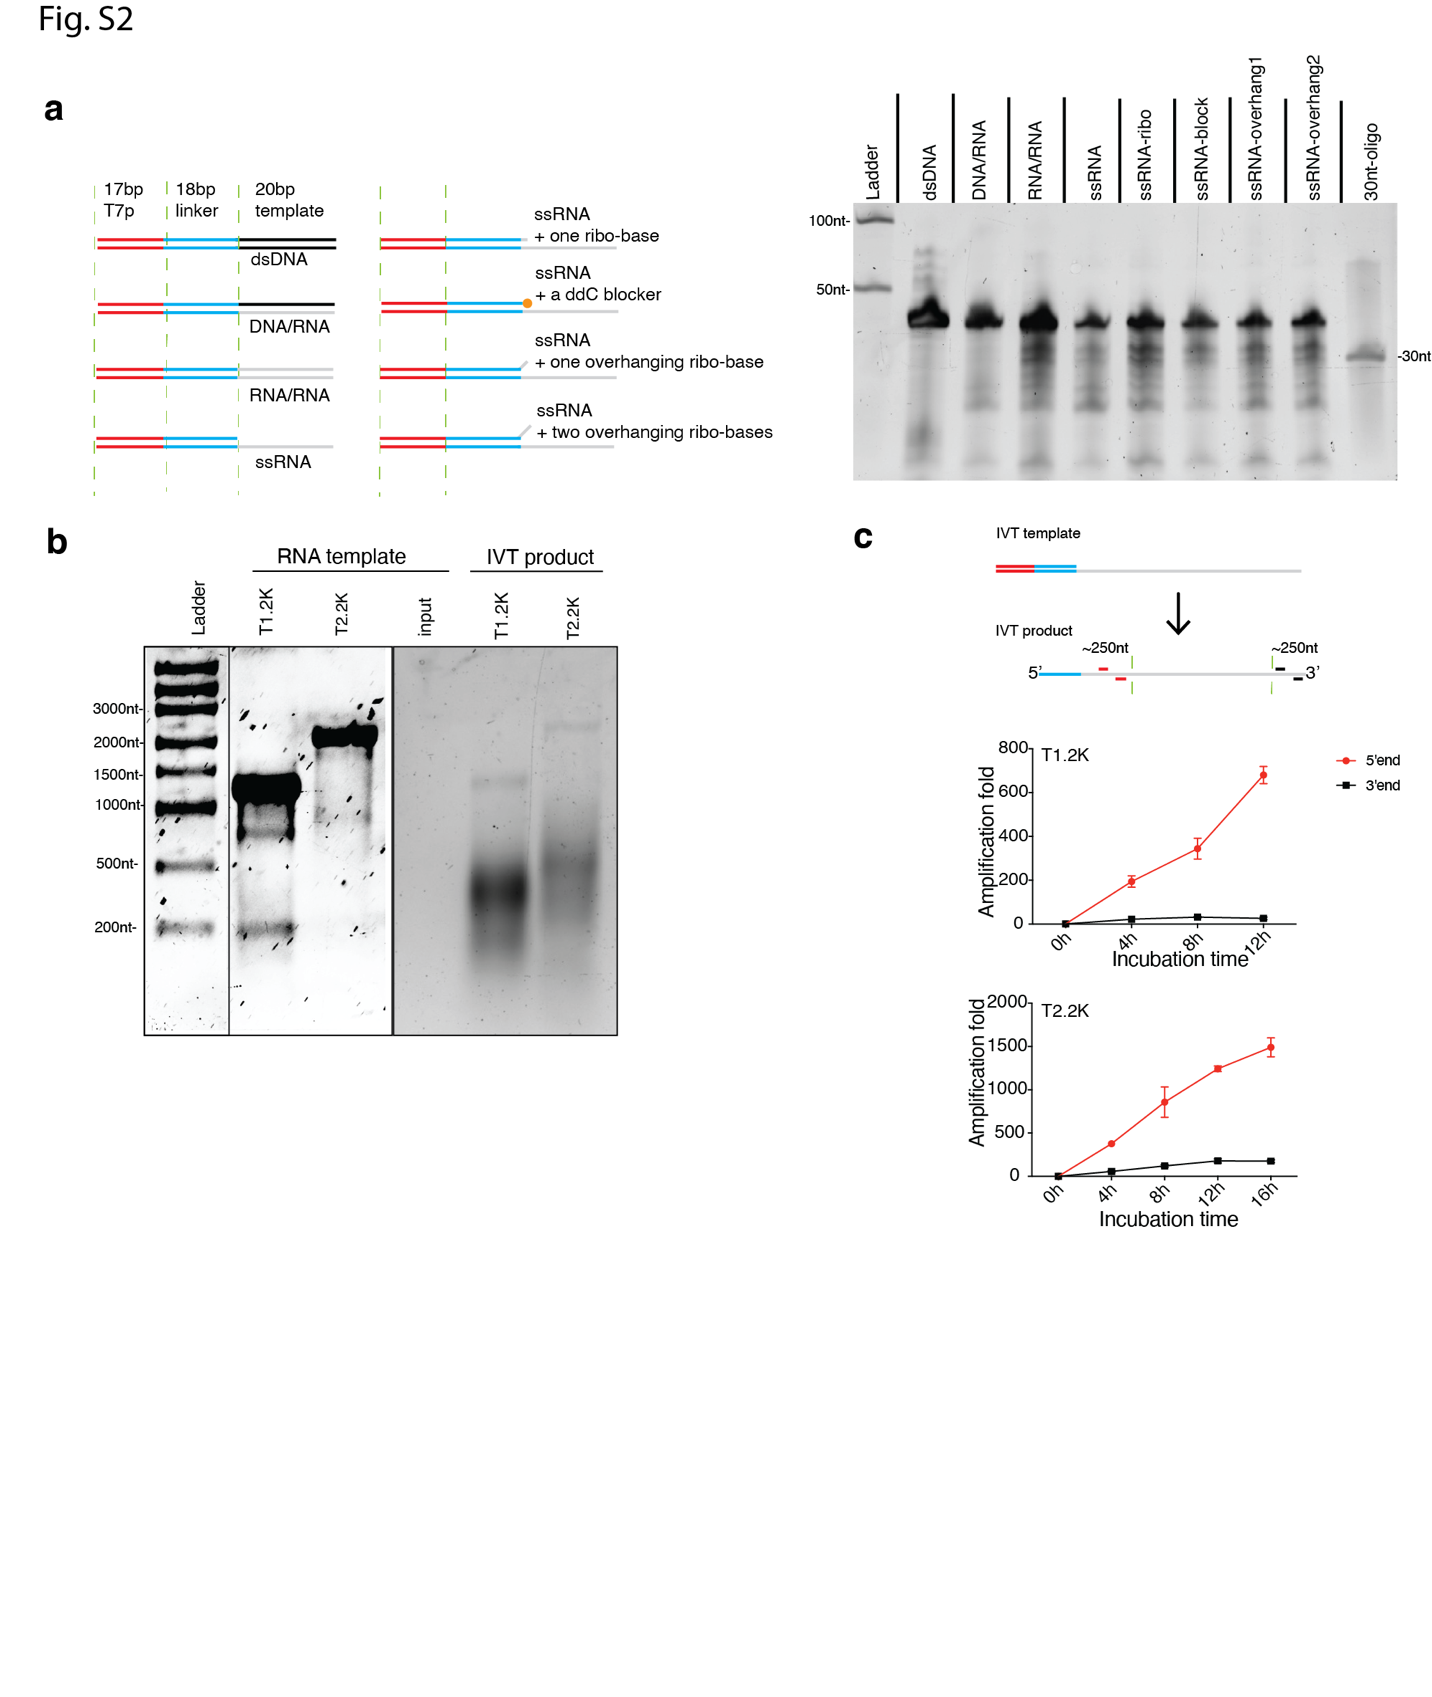

Fig. S2. T7 In vitro transcription (IVT) of ssRNA templates. **a**. T7 IVT products of various short templates (left) resolved by urea polyacrylamide gel (right). **b**. T7 IVT products of long ssRNA templates resolved by denaturing agarose gel. The input lane includes a mixture of two types of T7 IVT templates without any incubation time. **c**. RT-qPCR quantification of T7 IVT products of long ssRNA templates, with the SEM error bar from 3 replicates.

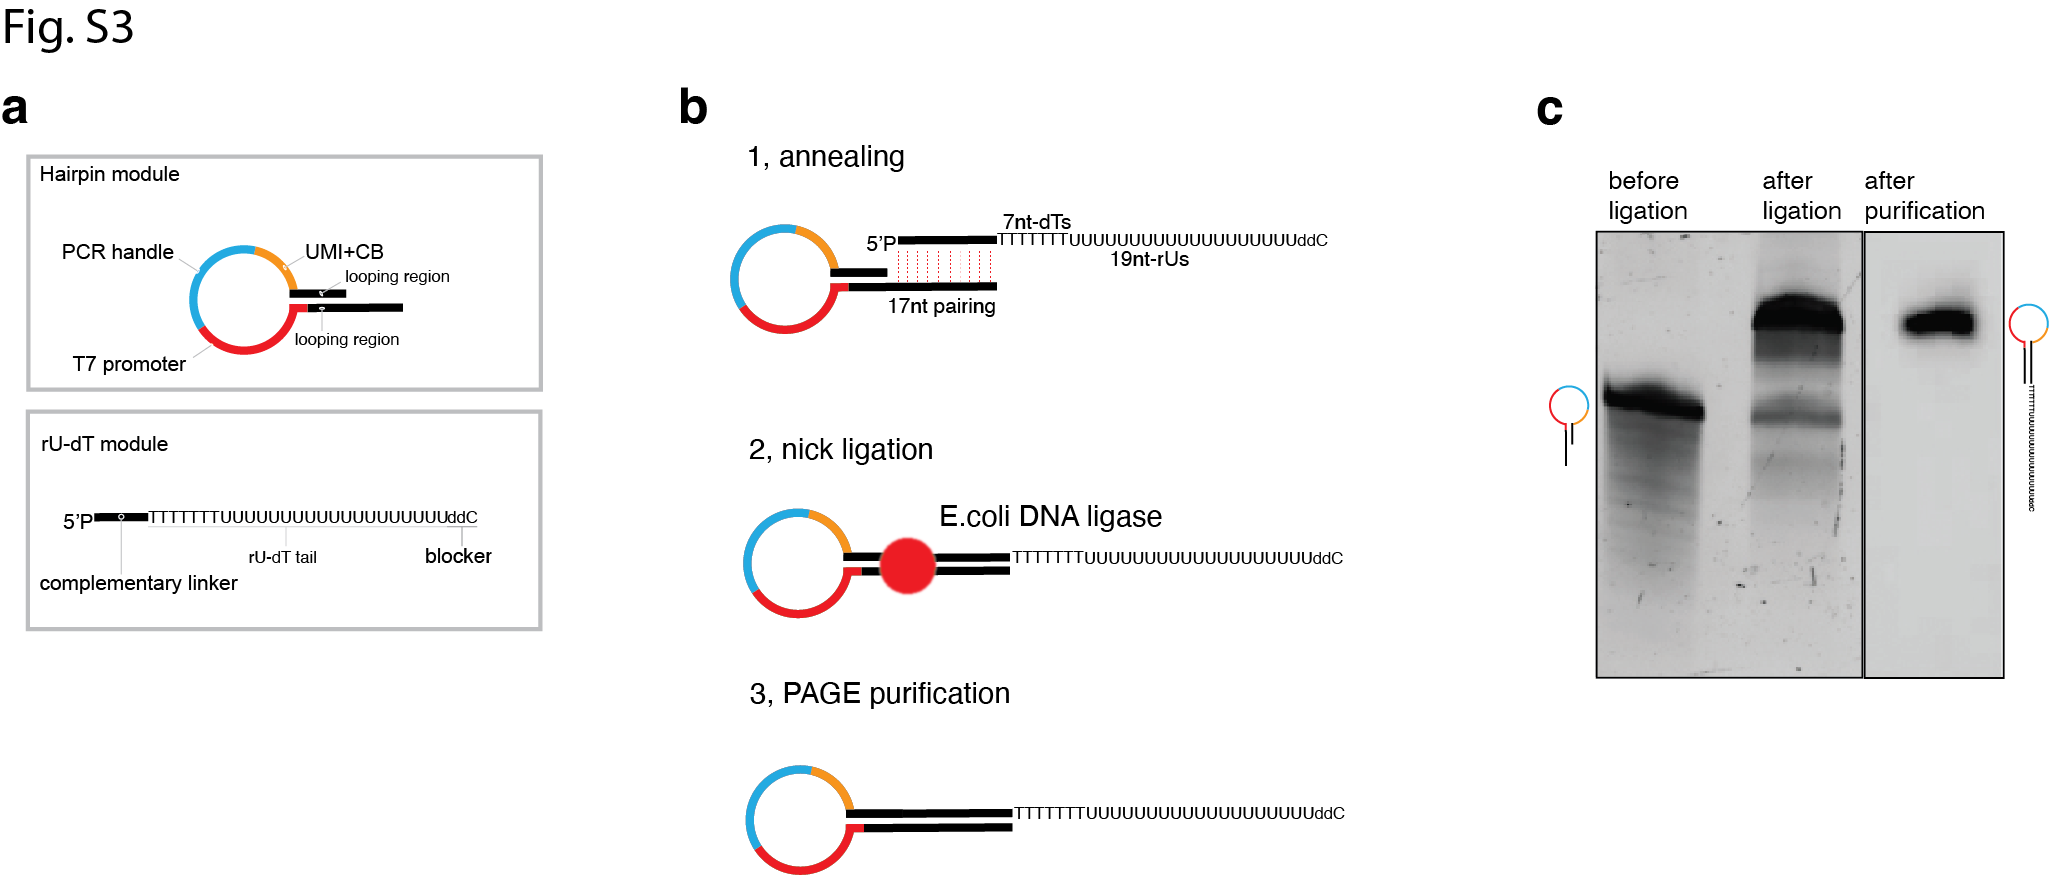

Fig. S3. LAST-seq primer. **a**. Schematic of the LAST-seq primer consisting of a hairpin module (top) and an rU-dT module (bottom). **b**. Making of the LAST-seq primer by annealing and nick ligation between the hairpin module and the rU-dT module, followed by the PAGE purification. **c**. Products of the ligation and PAGE purification.

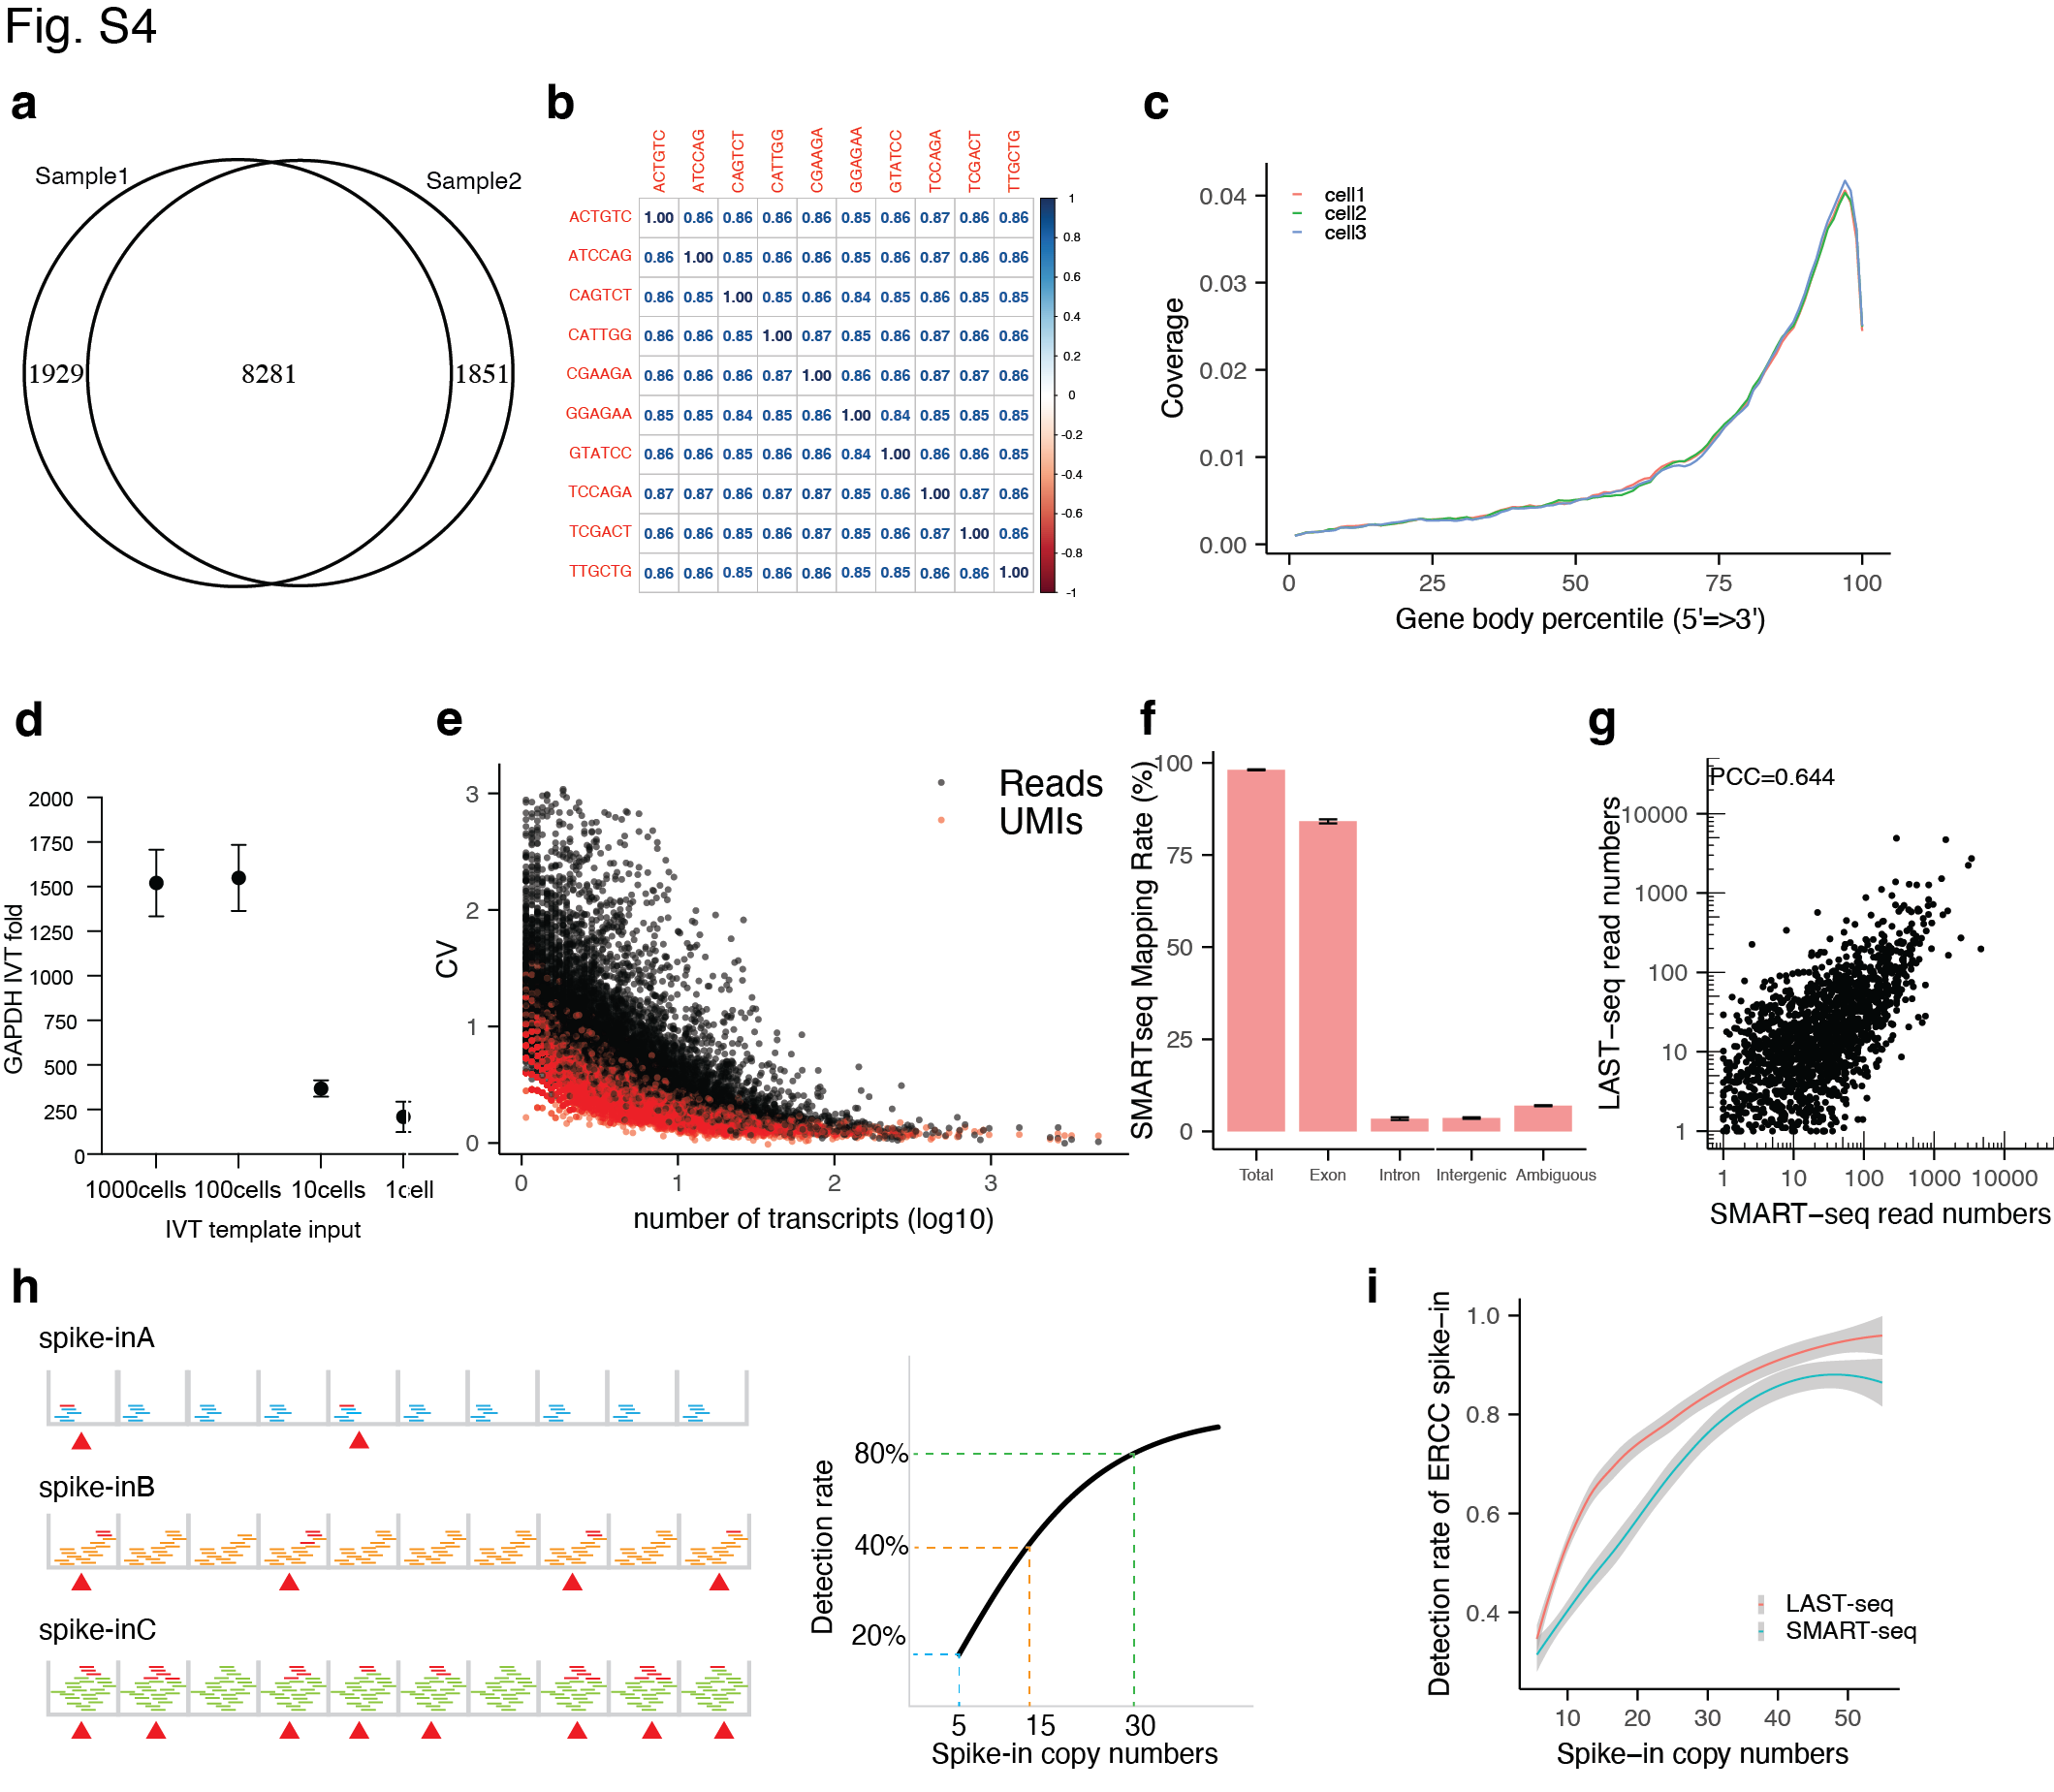

Fig. S4. Performance of LAST-seq. **a**. Number of genes detected in two LAST-seq replicates, each using 15-pg HEK293T-extracted total RNA as the input. **b**. Table of PCC values demonstrating the reproducibility of LAST-seq between 10 replicates, each using 15-pg HEK293T-extracted total RNA as the input. **c**. Sequencing read coverage of the LAST-seq data along the gene body. **d**. RT-qPCR quantification to estimate the IVT amplification fold of GAPDH mRNA molecules, plotted against various input amount for IVT incubation, with the SEM error bar from 3 replicates. **e.** Coefficient of variation (CV)-mean plot to compare the counting by the number of UMIs and by the number of sequencing reads, between 10 replicates. Each dot corresponds to one gene. **f**. Mapping rates of the SMART-seq reads to different genomic regions. The SEM error bar is calculated from 9 cells. **g**. Correlation of RNA level quantified by the number of sequencing reads between LAST-seq and SMART-seq, averaged from 10 and 9 cells, respectively. Each dot corresponds to one gene. **h**. Estimating single-molecule capture efficiency based on the detection rate of each RNA spike-in species, calculated as the fraction of wells (indicated by red triangles) with detected spike-in molecules (labeled in red). **i**. Detection rate comparison between LAST-seq and SMART-seq, with the shadow marking 95% confidential interval from 10 replicates.

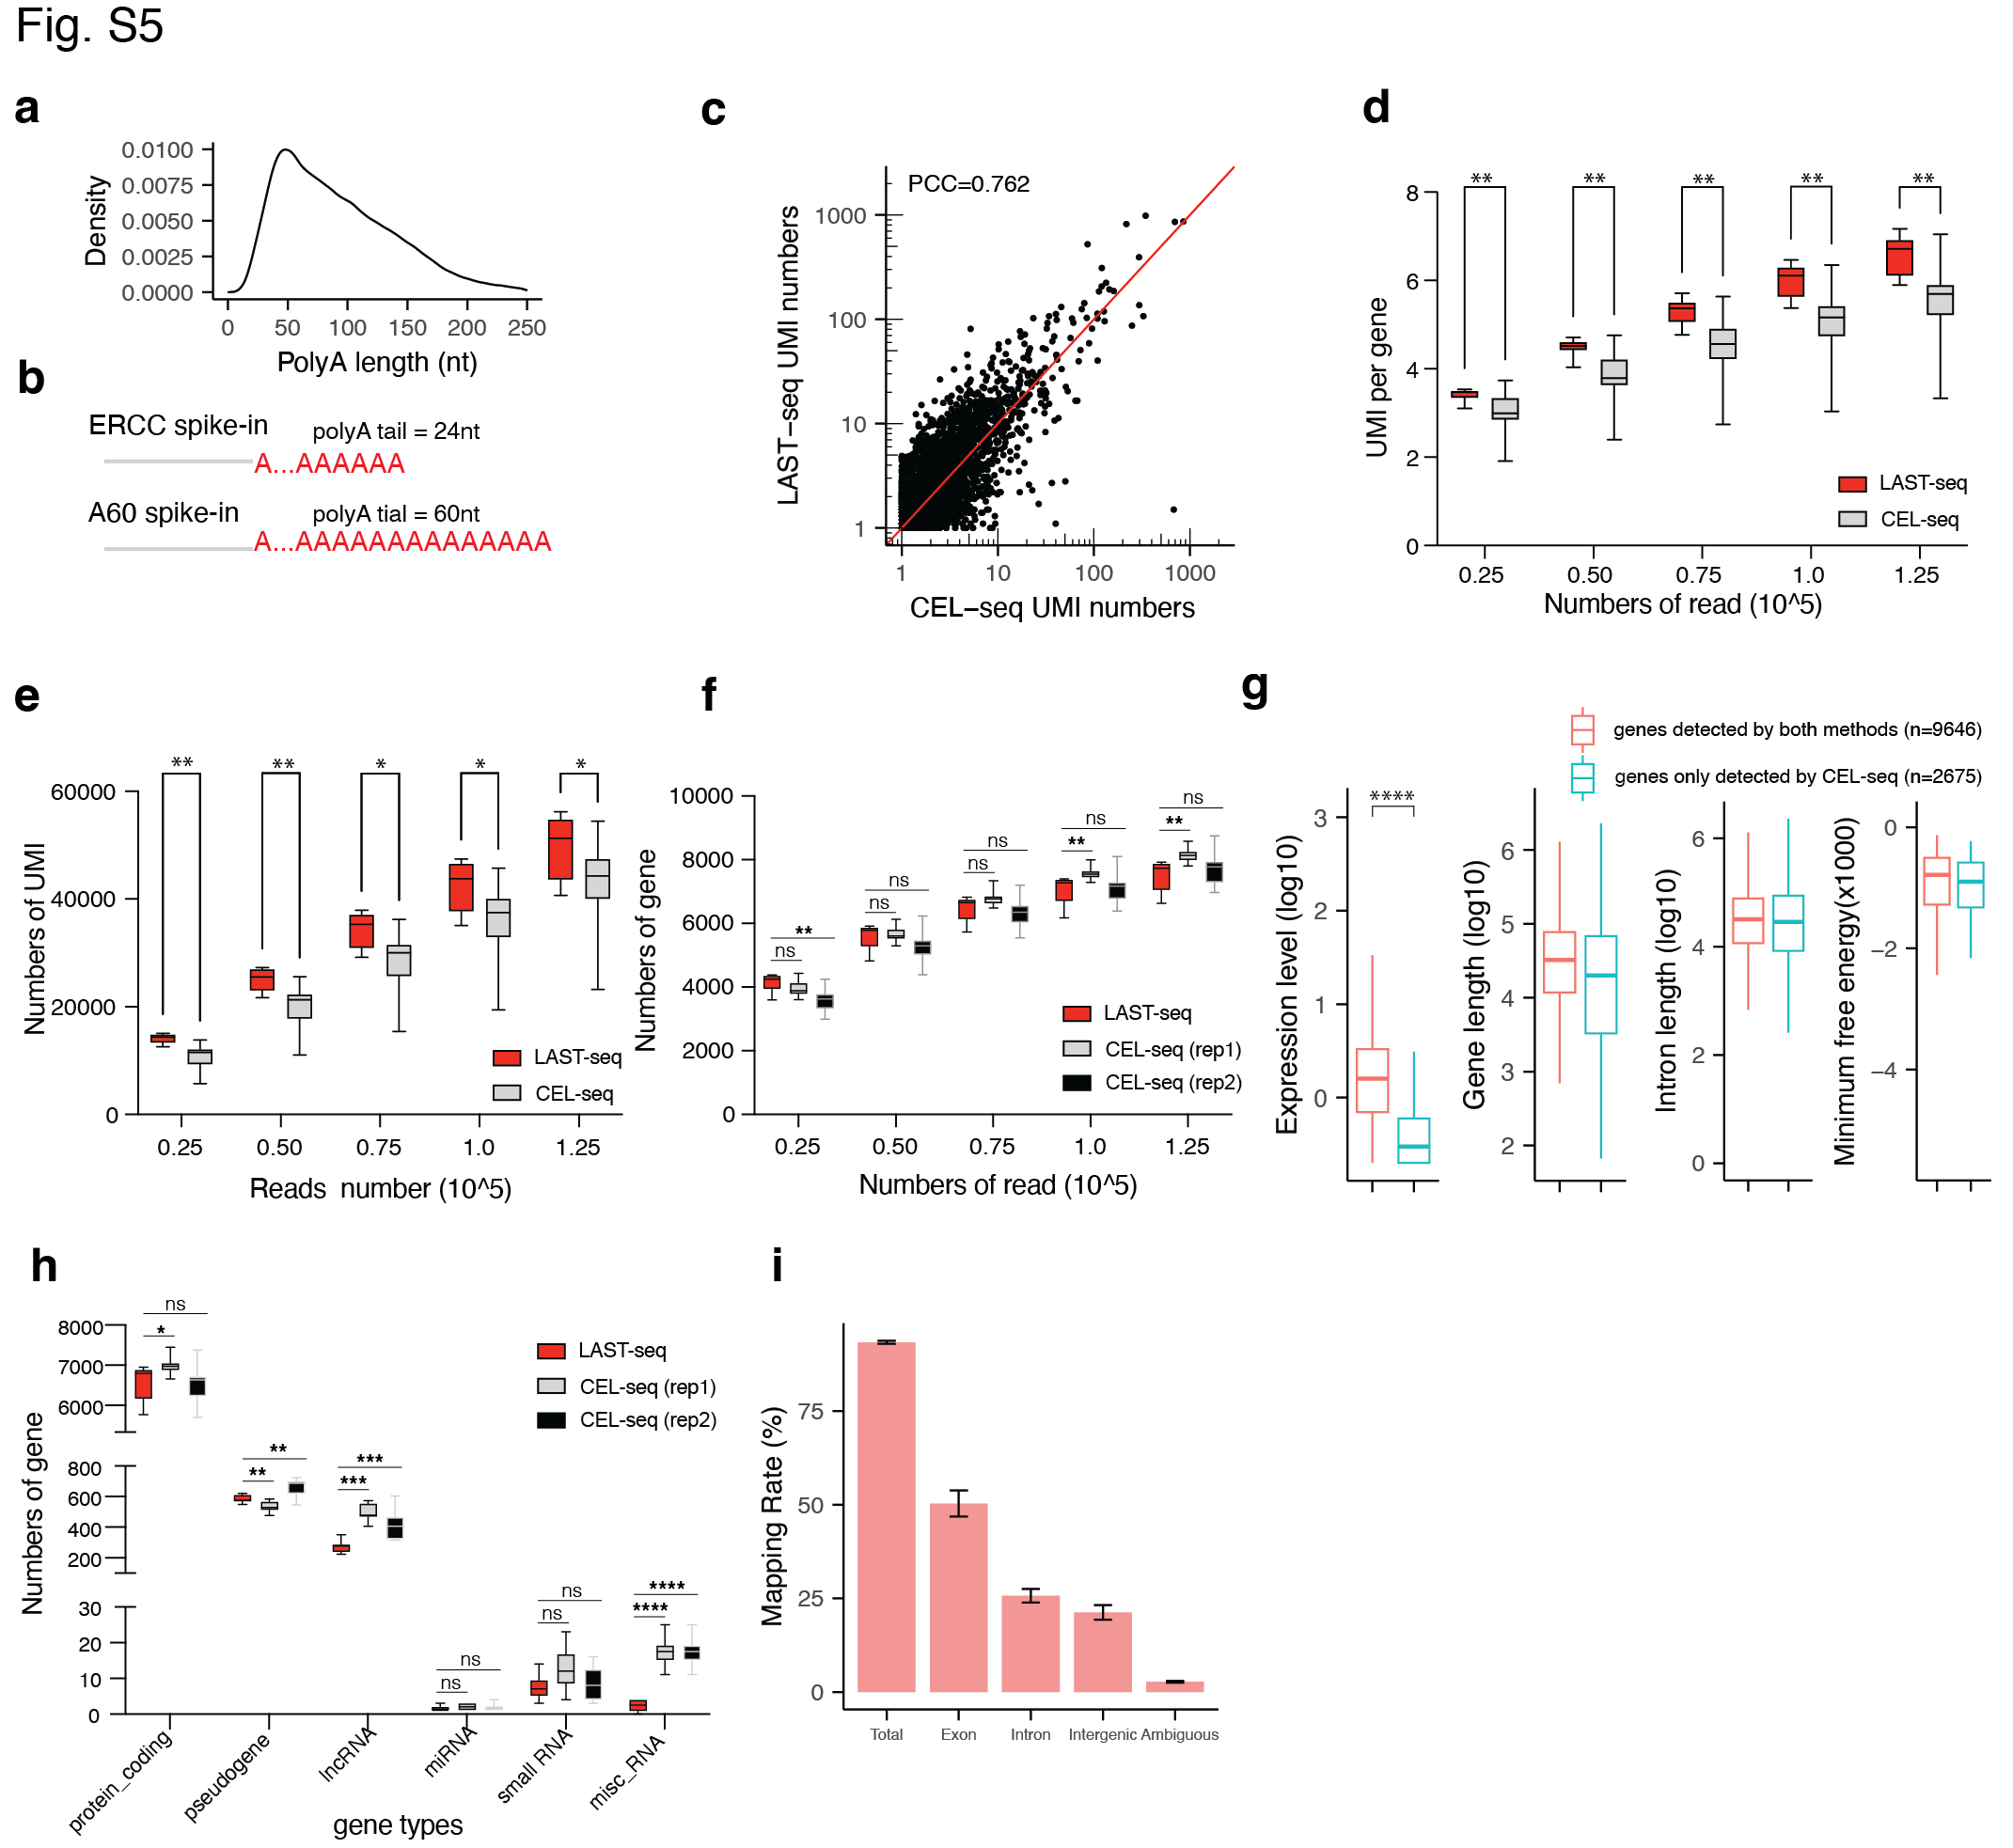

Fig. S5. Comparison between LAST-seq and CEL-seq. **a**. Distribution of mRNA poly-A tail lengths in human cells. **b**. Poly-A tail length of the ERCC and A60 RNA spike-ins. **c**. Correlation of RNA level quantified by UMI numbers between LAST-seq and CEL-seq, both averaged from 10 single cells. Each dot corresponds to one gene. **d**. Number of UMIs per gene comparison between LAST-seq and CEL-seq, both averaged from 10 single cells. **e**. Number of total UMI per cell comparison between LAST-seq and CEL-seq, both averaged from 10 single cells. **f**. Number of detected genes per cell comparison between LAST-seq and CEL-seq, both averaged from 10 single cells. The boxplot shows the median (center line), the 25/75 percentile (bounds), and the minimum/maximum (whiskers). The statistical analysis was performed by the Welch t- test (ns, p > 0.05, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). **g.** Difference in expression level, gene/intron length, and minimum free energy (secondary structure) between genes detected and not detected by LAST-seq. 5% of all genes were randomly selected for secondary structure analysis. The statistical analysis was performed by two-sided Wilcoxon test (****p ≤ 0.0001). **h.** Gene types detected by CEL-seq and LAST-seq. The statistical analysis was performed by Welch t-test (ns, p > 0.05, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). **i**. Mapping rates of the CEL-seq reads to different genomic regions. The SEM error bar is calculated from 10 cells.

Fig. S6. Transcriptional bursting kinetics in human cells. **a**. Types of noise contributing to the observed cell-to-cell variation. **b**. K_on_/K_off_ plot. The red diagonal line marks where K_on_ equals to K_off_. **c**. Correlation between expression noise and burst size. **d**. Correlation between expression noise and K_off_. **e**. Correlation between burst frequency and burst size. **f**. Correlation between the expression level and burst frequency. **g**. Gene expression noise profile of the haploid human cells plotted against the gene expression level. The red-marked genes passed the curve fitting filter to derive transcriptional burst parameters.

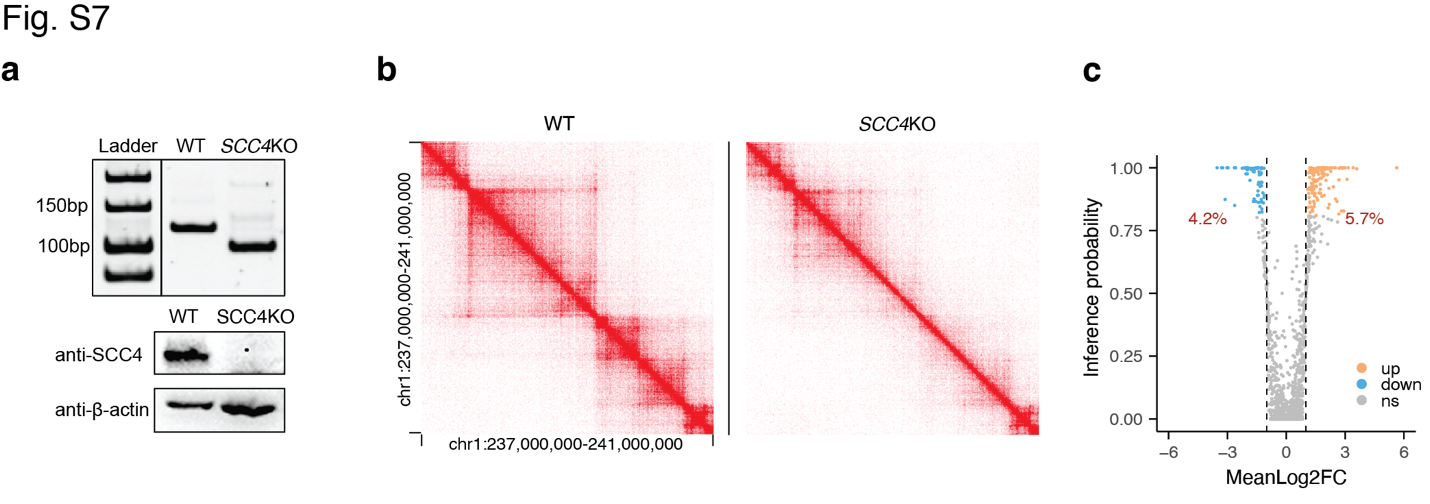

Fig. S7. Chromatin structure and gene expression level in wildtype and *SCC4* knockout haploid human cells. **a**. *SCC4* knockout in the haploid cells validated by genotyping (top) and Western blot (bottom). **b**. TADs disruption demonstrated by the Hi-C contact matrix upon *SCC4* knockout in the haploid cells. **c**. Genes differing in expression levels upon *SCC4* knockout by the Volcano plot.

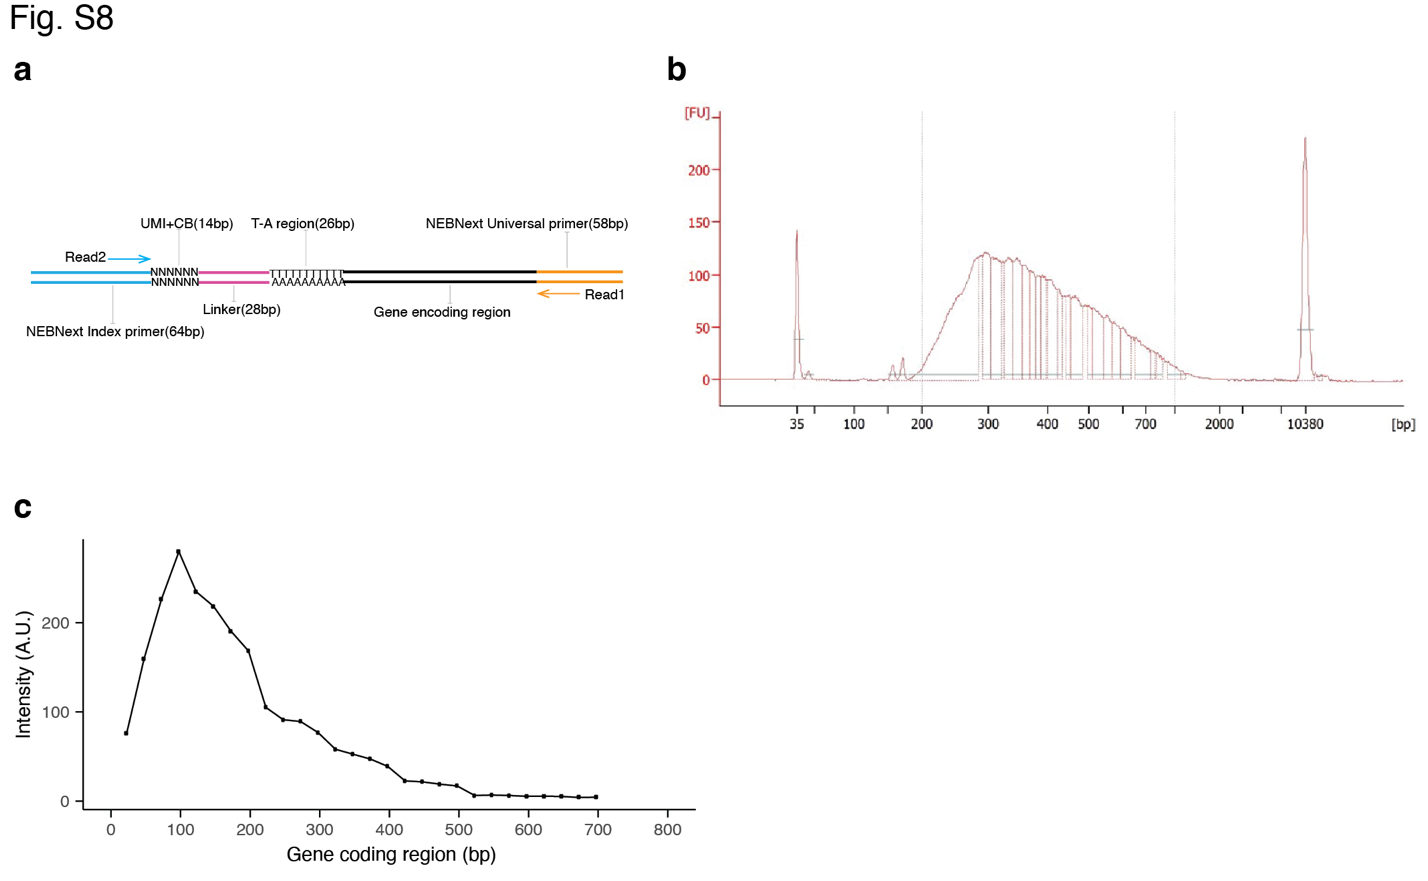

Fig. S8. LAST-seq library. **a**. Components of the DNA fragments in the LAST-seq library upon sequencing. **b**. Typical DNA fragment size distribution of the LAST-seq library. **c**. Typical size distribution of the gene coding region in the LAST-seq library, after subtracting the lengths of Illumina adaptors and other non-coding components.

How the deposited data were processed for this re-analysis (not part of the article)

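Numbers of UMIs or sequencing reads per gene were analysed for HEK293T single cells, single-cell lysate and 15-pg total RNA profiled by LAST-seq, CEL-seq2 and SMART-seq, and for eHAP1 WT and SCC4 KO cells profiled by LAST-seq. The authors aligned the reads to GRCh38 with the spike-in sequences, subsampled them to an equal depth, counted reads in exons and collapsed UMIs by sequence identity. The values are whole numbers without normalization. The depth to which reads were subsampled is not named in the paper's text.

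Wells were grouped by the assay, input and spike-in mix of their labels. The reads or UMIs per well are given beside the first result of each experiment. Pairs of read tables were checked for near-identical wells by the mean squared difference over the sum of the reads of a gene, over genes with a sum of at least 20, where a value under 2 was called near-identical. Such wells were counted once in the technical noise of SMART-seq lysate replicate 1. Reads in exons were thinned without replacement to compare assays at an equal number of such reads, which need not be an equal sequencing depth. Input copies of the A60 species were taken from droplet digital PCR. Intervals are exact at the 95% level and cover counting error only.

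For eHAP1 cells, the theoretical noise used the capture efficiency of 0.35 assumed by the authors. The Poisson-Beta distribution was fitted to each gene by maximum likelihood with 50 nodes of quadrature, Kon and Koff between 0.001 and 1000 and Ksyn up to 10000. A gene was kept when its rates lay inside the bounds and Ksyn and the burst size Ksyn/Koff were above 1. The fit was tested on 600 simulated genes of 148 cells, of which 496 were kept. The Spearman correlation to the simulated values was 0.928 for burst frequency and 0.864 for burst size. The simulated genes had Koff up to 100, means of at least 1 UMI and cells of equal depth. In the data, 3016 of the 4691 WT genes kept had Koff above 100, and WT cells held between 18022 and 926415 UMIs. The simulation therefore does not show how well the fit works for most of these genes. ComBat-seq was run as an alternative, as the state of the deposited UMIs relative to that step is not known.

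Expression changes between genotypes came from UMIs summed over cells, scaled to total UMIs, with 0.5 UMI added and a threshold of 2-fold. Alternatives used edgeR 4.0.16, with and without the batch as a replicate block, and DESeq2 1.42.0 on the sums per batch. The BASiCS method of the paper was not run. On simulated sums with 200 changed genes among 15578, edgeR recovered 178 with 3 false calls, edgeR with the block 182 with 8, and DESeq2 148 with 1. The 2-fold threshold found 197 with 106 false calls. All simulated changes had the same size, and the spread between batches was chosen and not taken from the data. In the data, 19.9% and 17.0% of genes were past 2-fold between the batches of WT and of SCC4 KO cells. The simulated counts therefore need not hold for the data. The genes named were the 5 largest rises and the 5 largest falls past 2-fold in each batch with a mean of at least 1 UMI, ranked with 0.5 UMI added, besides the genes the paper names. For the comparison of LAST-seq and CEL-seq2 they were the 3 highest and 3 lowest ratios, with genes at 0 in 1 assay ranked first.

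Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with sva 3.50.0. The comparisons and their main alternatives were set before the data were examined, and alternatives added later are named as such. With 2 libraries or fewer per condition, no p-value between assays was computed, and cells were not used as replicates of a genotype. Groups of genes by TAD or compartment, capture efficiencies of ERCC species, mapping rates, read coverage and intronic reads were not analysed here.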

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

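The comparison of genes at the deposited depth and the tests of the LAST-seq cell with many spike-in reads, of the SMART-seq lysate well and of the spike-ins in 15-pg RNA were chosen after the results were seen. Among 36 groups of wells tested for a well far from the others, 4 held one, and chance gives about 1 in 20. No biological explanation was tested for any of these patterns, since the design gives none, except where stated.

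In LAST-seq single cells of replicate 2, 1 cell held 90675 spike-in reads, far above the next cell with 53653 and a median of 25054.5. Its 6453 spike-in UMIs were the highest of the 10 cells, where the others held between 3357 and 5994, as more spike-in molecules in the well would give. It also held 14.1 reads per spike-in UMI, against at most 11.1 in the others, so molecules alone do not account for all of the excess in reads.

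In the CEL-seq2 lysate library, 1 well held 123280 UMIs and 11444 genes, far above the next wells with 90969 UMIs and 10024 genes. With all wells thinned to 74047 UMIs, it held 9637 genes, where the others held between 8915 and 9620. The number of genes is consistent with the depth of the well, and why its depth was higher was not tested.

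In SMART-seq lysate replicate 1, 1 well held 6168 spike-in reads, far above the next well with 2824 and a median of 231. Its total of 790520 reads was the lowest of the library, which argues against its depth as the cause. The A60 species took 99.8% of its spike-in reads, which argues against carry-over of the ERCC mix. A larger volume of the A60 mix stays open and was not tested.

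LAST-seq detected more genes than SMART-seq in single cells and fewer in lysate. At the deposited depth, the difference was 2669 genes per single cell and -3177.7 genes per lysate well. The difference between single cells and lysate was not tested. The latter includes the 6 wells that match the single cells. Without them, and with the wells thinned to 62816 UMIs or reads, LAST-seq lysate held 7742 genes and the SMART-seq lysate libraries 8103.5 and 8208. As 62816 reads come from no more than 62816 molecules, these values argue against depth as the whole cause. How much of the difference depth accounts for stays open, since UMIs and reads are unlike units, and a difference in the amount of lysate per well was not tested.

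The wells of 15-pg RNA held spike-in species with a mean of 3233 UMIs per well, in data for which the paper reports no spike-in result. The A60 species took a median of 16.5% of these UMIs, near the 20.3% of LAST-seq single cells with the ERCC mix, which is consistent with the ERCC mix having been added.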

How the results depend on the processing

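The 43 results were recomputed under 248 alternatives, of which 79 were chosen after the data were seen. Under 103 the value stayed within its spread, or a count within 1.5 times, under 129 it moved in the same direction, and under 16 it changed direction. Where no cause is named, the cause was not tested.

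On other scales, the correlation of UMIs and reads of genes was 0.961 (log10), that of 15-pg RNA wells 0.998 (linear), that of LAST-seq and CEL-seq2 0.864 (log10), and that of LAST-seq and SMART-seq 0.404 (linear). With other genes, that of 15-pg RNA was 0.878 for genes detected in both wells and 0.777 with at least 2 UMIs, and that of LAST-seq and CEL-seq2 was 0.662 with a mean of at least 1 UMI. That of LAST-seq and SMART-seq was 0.668 with LAST-seq reads and 0.591 with a mean of at least 1 in both. All 3 alternatives of the last comparison were chosen after the data were seen.

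The genes that LAST-seq detected beyond SMART-seq numbered 2077 with at least 2 reads, and 887, 1546 and 2167 at 50000, 100000 and 200000 reads per cell. Depth limits this difference. Chosen after the data were seen, with at least 2 reads it was -69.2 at 50000 reads per cell, in the other direction, and 607 and 1398 at 100000 and 200000. Without LAST-seq replicates 1 and 2 in turn it ranged from 2351 to 2801. The difference in ERCC detection changed direction, to -7.53 with at least 2 counts and to -3.65 percentage points without the 6 SMART-seq wells that match the single cells, the latter chosen after the data were seen. The cut of 2 counts cannot rank the assays, since it asks for 2 UMIs in LAST-seq and 2 reads in SMART-seq. The capture efficiency of the A60 species was 9.28% with copies from Qubit and 0.239% in LAST-seq lysate, and in CEL-seq2 lysate 0.0354% with copies from Qubit, though which mix the CEL-seq2 lysate wells held is uncertain. The ERCC ratio of LAST-seq to CEL-seq2 was 68.2 by total UMIs, and 0.674, in the other direction, against CEL-seq2 single cells.

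The difference in UMIs per cell between LAST-seq and CEL-seq2 was -3767 at the deposited depth. Chosen after the data were seen, it was -20219 with reads spread evenly over UMIs and -9783 at the deepest read number of Fig. 2e and f, and at the deposited depth 1145 without CEL-seq2 replicate 1, which changes its direction, and -8679 without replicate 2. Without LAST-seq replicates 1 and 2 in turn it ranged from -31734 to -24636. The difference in UMIs per gene was 1.93 at the deposited depth, -0.578 over genes detected by both assays and, chosen after the data were seen, 1.39 with reads spread evenly, 0.914 at the deepest read number of Fig. 2e and f, and 2.12 and 1.75 at the deposited depth without CEL-seq2 replicates 1 and 2. Without LAST-seq replicates in turn it ranged from 0.390 to 0.644. LAST-seq detected fewer genes than CEL-seq2 under all 7 alternatives, with a difference of -1439 with at least 2 UMIs, of -2941 with reads thinned, chosen after the data were seen, and between -2378 and -1944 without a replicate in turn. Genes found only by CEL-seq2 fell to 932 with a mean of at least 0.5 UMI, since fewer genes pass. The difference in protein-coding genes was 3.59 with at least 2 UMIs.

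The difference in technical noise, SMART-seq minus LAST-seq, ranged from -0.0700 to 0.186 without SMART-seq replicates in turn and was -0.0760 without the 6 wells that match the single cells, chosen after the data were seen. Between lysate libraries, replicate 2 and those wells decide its direction. With 15-pg RNA for LAST-seq it was 0.225 and, chosen after the data were seen, 0.0757 without those wells. The share of eHAP1 genes above the theoretical noise was 99.9% in WT at the measured A60 efficiency, 99.6% and 99.7% in WT batches 1 and 2, and 99.8% and 99.6% in those of SCC4 KO cells. This line lies below the Poisson noise of the same mean.

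The filter kept 7657 WT genes with scaled UMIs, and 3440 SCC4 KO genes with thinned cells, chosen after the data were seen, where 9 WT and 7 SCC4 KO cells with fewer UMIs were left out. The correlation of expression and burst size changed direction for the less expressed WT genes, to -0.0198 with a mean of at least 1 UMI, and for the more expressed SCC4 KO genes, to -0.212 and -0.343 in batches 1 and 2. In random groups, the CV of burst frequency was 0.252 in WT and 0.412 in SCC4 KO cells when matched on mean expression. Chosen after the data were seen, it was 1.03 and 0.976 in WT batches 1 and 2, 0.787 after ComBat-seq and 1.35 with scaled UMIs, and in SCC4 KO cells 1.36 and 1.29 in the batches and 1.27 with scaled UMIs. With UMIs as deposited, the median correlation of gene pairs was 0.390 in WT and 0.374 in SCC4 KO cells.

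Past 2-fold upon SCC4 knockout were 1173 genes with a mean of at least 1 UMI, 9391 without a filter, where more genes are tested, and, chosen after the data were seen, 2391 past 2-fold in each batch. Also chosen after the data were seen, 1621 genes were past 2-fold and an adjusted p of 0.05 together with edgeR, 2333 with edgeR and the replicate block and 1840 with DESeq2, where a second threshold leaves fewer genes. Rises minus falls changed direction, from 314 to -69 without a filter, -159 with edgeR, -85 with edgeR and the batch as replicate block, -110 with DESeq2 and, chosen after the data were seen, -509 in batch 1 alone. They stayed positive at 14 with TMM scaling and 69 with a mean of at least 1 UMI. Chosen after the data were seen, they were 905 in batch 2 alone, 35 for genes past 2-fold in each batch and 414 with each cell weighted equally. The batches alone thus went in opposite directions.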

Differences from the paper's values

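Of 22 measures with a value in the paper, 13 differed. A count within 1.5 times the paper's was called not to differ, while correlations were judged more narrowly. Alternatives are those set before the data were examined unless stated.

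The paper's number of SCC4 KO genes with bursting parameters is 4435, and 7970 were kept here. The values did not differ with scaled UMIs, in batch 1 and in batch 2, and differed with a random subset of the cells and with a mean of at least 1 UMI. The paper's share of genes past 2-fold upon SCC4 knockout is about 10%, and 24.4% were found here. With a mean of at least 1 UMI it was 12.0%, which did not differ, and the other 5 alternatives differed. With an adjusted p of 0.05 required besides 2-fold, it was 9.73% with edgeR, 14.0% with edgeR and the batch as replicate block and 11.0% with DESeq2, which did not differ and were chosen after the values were seen. The paper's methods name an expected FDR of 5% with BASiCS, which was not run here. The paper assumes a capture efficiency of 0.35, and the A60 species gave 0.194 here, with all 4 alternatives differing.

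The other values of the paper were read by eye from figures. The median of the A60 species with more than 2000 input copies is about 200 UMIs for CEL-seq2 in Fig. 2c, and 1.8 here in CEL-seq2 lysate wells whose mix is uncertain, a comparison added after the values were seen. The correlation of a pair of 15-pg RNA wells is about 0.86 in Fig. 1c, and 0.801 here, with all 3 alternatives differing. That of UMIs and reads of genes is about 0.94 in Fig. 1e, and 0.980 here from means over cells, with both alternatives differing. Within single cells of replicate 1 it ranged from 0.935 to 0.978, which covers the paper's value, a comparison made after the values were seen. The correlation of LAST-seq and SMART-seq is about 0.64 in Fig. S4g, with reads for both assays, and here 0.683 with LAST-seq UMIs and 0.668 with LAST-seq reads, the latter chosen after the data were seen, with no alternative set beforehand. The correlation of LAST-seq and CEL-seq2 is about 0.73 in Fig. 2d, and 0.6248 here, with both alternatives differing.

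At the deepest read number shown, the difference in UMIs per gene, LAST-seq minus CEL-seq2, is about 1.5 in Fig. 2e, and 0.914 here, and that in UMIs per cell is about 9000 in Fig. 2f, and -9783 here, at a depth chosen after the data were seen. Both also differed at the deposited depth. Reads in exons were matched here, and the legends of Fig. 2e and f do not say which reads their depths count. The genes detected only by CEL-seq2 are about 2700 in Fig. S5g, and 10147 here, also differing with a mean of at least 0.5 UMI. Those detected by both assays are about 9600 in Fig. S5g, and 17176 here. They did not differ with a mean of at least 0.5 UMI, at 12960. The correlation of noise and burst frequency is about -0.91 in Fig. 3g, and -0.948 here. It did not differ with a random subset of the cells, in batch 1 or in batch 2, and differed with scaled UMIs and with a mean of at least 1 UMI.

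The paper's number of SMART-seq cells is 9, and the table analysed here held 6, which lies within 1.5 times and was not called different. The paper states comparable numbers of genes for LAST-seq and CEL-seq, and the difference here was -2161 genes per cell. It states a higher spike-in detection rate for LAST-seq than for SMART-seq. The difference here was 4.21 percentage points, and -3.65 without the 6 SMART-seq wells that match the single cells, an alternative chosen after the values were seen.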

Other observations

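The tests of near-identical wells, of few spike-in UMIs, of transcript length, of gene pairs, of depth and bursting parameters, of pairs of neighbours within 100 kb, of noise between batches of 1 genotype and of genes with UMIs in 1 genotype alone were chosen after the results were seen. No biological explanation was tested unless named.

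The 6 SMART-seq lysate wells that match single cells held between 7787 and 8152 genes, and the other 10 wells between 12116 and 13111. The highest mean squared difference over the sum within the 6 pairs was 1.00, which is consistent with the same libraries subsampled again. In lysate replicate 1, 1 pair had 1.03 and equal spike-in reads, as 1 library subsampled again would have. In the other pairs the spike-in reads differed by 1.59-fold or more, which argues against it.

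Spike-in UMIs were few in the lysate libraries. From LAST-seq single cells to lysate, they fell by a factor that exceeded that of gene UMIs 32.7-fold, which argues against depth. In the CEL-seq2 lysate wells labelled with the A60 mix, the A60 species took a median of 37.9% of the spike-in UMIs, against 47.1% in those labelled with the ERCC mix, which argues against each well having received the mix its label names. What the wells did receive stays open.

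The higher technical noise of SMART-seq was tested for the 6 wells that match the single cells. Without them the difference was -0.0760, so these wells are a candidate explanation of its direction between lysate libraries. Against LAST-seq wells of 15-pg RNA the difference was 0.225, and 0.0757 without these wells, so there they account for part of its size and not for its direction. The last test was chosen after the results were seen.

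The ratio of LAST-seq to CEL-seq2 rose with GC content, with a Spearman correlation across genes of at least 0.136 in the 4 pairs of libraries, against 0.0103 or less within an assay. GC content may contribute to the ratio. With transcript length the correlation was at least -0.139 in size, but the CEL-seq2 libraries differed from each other by 0.281 along length, so an effect of the assay cannot be told apart from a difference between libraries.

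In CEL-seq2 replicate 1, where the labels do not say which wells received which mix, the share of the A60 species in the spike-in UMIs per well was 28.7%, 29.3%, 29.4%, 29.7%, 30.7%, 73.6%, 86.0%, 87.3%, 87.8% and 88.8%. In the 5 wells of replicate 2 without a stated mix, the spike-in UMIs were between 236 and 293.

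For genes past 2-fold upon SCC4 knockout in batch 1, the log2 fold changes of both batches had a Pearson's r of 0.658, which argues against a difference between batches as the whole cause. The largest correlation with GC content in a batch was 0.0340, and 0 chromosomes had a median outside the random lists in each batch, which argue against GC content and the copy number of whole chromosomes. With a mean of at least 1 UMI, at most 4.51% of genes were past 2-fold between batches of a genotype, against 13.1% or more between genotypes. With a mean under 1 UMI, up to 42.0% were past 2-fold between batches, against 49.7% and 50.7% between genotypes. Of these 6875 genes, 1670 were past 2-fold in each batch in the same direction and 435 in opposite directions, and the first were at the least 3.06 times as many in 3 ranges of the mean, which argues against such noise as the whole cause. Which of these genes changed was not resolved. Without independent clones, a difference between clones stays open.

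With at least 100 UMIs in 1 genotype and none in the other, 30 genes were found in WT and 15 in SCC4 KO cells. With at least 50 UMIs in a batch and none in its counterpart, 7 genes were found between the batches of WT, against 34 and 18 between the genotypes in batch 1, which argues against such noise as the whole cause. ENSG00000256399 was found in all 148 WT cells with 10811 UMIs and FAM83C in all 153 SCC4 KO cells with 2589. They were chosen after their values were seen, and a difference between the annotation or counting of the tables was not tested.

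Gene pairs had a wider spread of correlations than shuffled cells within each batch, at the least 1.01 times, above the highest of 10 shuffles, which argues against a difference between batches as the whole cause.

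Over 3068 genes kept in both genotypes, the median log2 ratio of SCC4 KO over WT was 0.10 for burst frequency and 0.20 for burst size. The median frequency itself was lower in SCC4 KO cells, at 1.84 against 2.39 in WT. It was higher with scaled UMIs, at 1.24 against 1.13, and in batch 2 alone, at 2.05 against 1.90. The direction for frequency thus depends on the measure. In batches 1 and 2 alone the median log2 ratio was -0.00630 and 0.615 for frequency and 0.0636 and 0.174 for size, with scaled UMIs 0.0982 and -0.148, and after ComBat-seq 0.00599 and 0.238. With the 139 WT and 146 SCC4 KO cells of at least 60000 UMIs thinned to that number, it was -0.0715 for frequency and 0.00621 for size over 1099 genes. Over the 462 genes kept in both genotypes with and without thinning, it went from 0.00917 to -0.0179 for frequency and from 0.428 to -0.00955 for size. Thinning brought burst size together, but scaled UMIs did not, and frequency differed little on these genes before thinning, so an effect of depth and a difference between genotypes cannot be told apart.

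Neighbouring genes were tested as a hypothesis. The median CV of burst frequency in groups of 10 neighbours lay at percentile 47.4 of 1000 random lists in WT and 58.1 in SCC4 KO cells, matched on mean expression, which argues against shared burst frequency over these groups, with a median span of 4582 and 2392 kb. For 706 and 1809 pairs of neighbours with starts within 100 kb, it lay at percentiles 23.5 and 83.6, which argues against it at this range too. Groups of 3 in WT cells lay at percentile 4.5 and in SCC4 KO cells at 39.3. The median correlation of neighbouring genes that do not overlap was 0.00638 in WT cells, above 99.55% of 2000 random lists but below the highest at 0.00762, the criterion set before. In SCC4 KO cells it was 0.000469, at percentile 20.95. These neighbours are not TADs.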
